# Transcriptional regulation of neural stem cell expansion in the adult hippocampus

**DOI:** 10.7554/eLife.72195

**Published:** 2022-01-04

**Authors:** Nannan Guo, Kelsey D McDermott, Yu-Tzu Shih, Haley Zanga, Debolina Ghosh, Charlotte Herber, William R Meara, James Coleman, Alexia Zagouras, Lai Ping Wong, Ruslan Sadreyev, J Tiago Gonçalves, Amar Sahay

**Keywords:** neural stem cells, symmetric self-renewal, hippocampus, adult hippocampal neurogenesis, dentate gyrus, Klf9, Mouse

## Abstract

Experience governs neurogenesis from radial-glial neural stem cells (RGLs) in the adult hippocampus to support memory. Transcription factors (TFs) in RGLs integrate physiological signals to dictate self-renewal division mode. Whereas asymmetric RGL divisions drive neurogenesis during favorable conditions, symmetric divisions prevent premature neurogenesis while amplifying RGLs to anticipate future neurogenic demands. The identities of TFs regulating RGL symmetric self-renewal, unlike those that regulate RGL asymmetric self-renewal, are not known. Here, we show in mice that the TF Kruppel-like factor 9 (*Klf9*) is elevated in quiescent RGLs and inducible, deletion of *Klf9* promotes RGL activation state. Clonal analysis and longitudinal intravital two-photon imaging directly demonstrate that Klf9 functions as a brake on RGL symmetric self-renewal. In vivo translational profiling of RGLs lacking Klf9 generated a molecular blueprint for RGL symmetric self-renewal that was characterized by upregulation of genetic programs underlying Notch and mitogen signaling, cell cycle, fatty acid oxidation, and lipogenesis. Together, these observations identify Klf9 as a transcriptional regulator of neural stem cell expansion in the adult hippocampus.

## eLife digest

In humans and other mammals, a region of the brain known as the hippocampus plays important roles in memory. New experiences guide cells in the hippocampus known as radial-glial neural stem cells (RGLs) to divide to make new neurons and other types of cells involved in forming memories.

Each time an RGL divides, it can choose to divide asymmetrically to maintain a copy of itself and make a new cell of another type, or divide symmetrically (a process known as symmetric self-renewal) to produce two RGLs. Symmetric self-renewal helps to restore and replenish the pool of stem cells in the hippocampus that are lost due to injury or age, allowing us to continue making new neurons.

Proteins known as transcription factors are believed to control how RGLs divide. Previous studies have identified several transcription factors that regulate the RGLs splitting asymmetrically to make neurons and other cells. But the identities of the transcription factors that regulate symmetric self-renewal in the adult hippocampus have remained elusive.

Here, Guo et al. searched for transcription factors that regulate symmetric self-renewal of RGLs in mice. The experiments found that RGLs that are resting and not dividing (referred to as ‘quiescent’) have higher levels of a transcription factor called Klf9 than RGLs that are actively dividing. Loss of the gene encoding Klf9 triggered quiescent RGLs to start dividing, and further experiments showed that Klf9 directly inhibited symmetric self-renewal. Guo et al. then used an approach called in vivo translational profiling to generate a blueprint that revealed new insights into the molecular processes involved in this symmetric division.

These findings pave the way for researchers to develop strategies that may expand the numbers of stem cells in the hippocampus. This could eventually be used to help replenish brain circuits with neurons and improve the memory of individuals with Alzheimer’s disease or other conditions that cause memory loss.

## Introduction

In the adult mammalian brain, radial-glial neural stem cells (RGLs) in the dentate gyrus subregion of the hippocampus give rise to dentate granule cells and astrocytes (Seri et al., 2001; Garcia et al., 2004; Ahn and Joyner, 2005; Lagace et al., 2007; Bonaguidi et al., 2011; Encinas et al., 2011; Gonçalves et al., 2016b; Moss et al., 2016; Pilz et al., 2018), a process referred to as adult hippocampal neurogenesis (Altman and Das, 1965; Eriksson et al., 1998; Spalding et al., 2013; Boldrini et al., 2018; Sorrells et al., 2018; Moreno-Jiménez et al., 2019; Tobin et al., 2019; Gage, 2019; Knoth et al., 2010). Adult-born dentate granule cells integrate into hippocampal circuitry by remodeling the network and ultimately contribute to hippocampal-dependent learning and memory and regulation of emotion (Gonçalves et al., 2016b; Anacker and Hen, 2017; Miller and Sahay, 2019). Levels of adult hippocampal neurogenesis are highly sensitive to experience (Cope and Gould, 2019; Vicidomini et al., 2020) suggesting that neurogenesis may represent an adaptive mechanism by which hippocampal-dependent memory functions are optimized in response to environmental demands. Essential to this adaptive flexibility is the capacity of RGLs to balance long-term maintenance with current or future demands for neurogenesis (‘anticipatory neurogenesis’) in response to distinct physiological signals (Bonaguidi et al., 2011; Cope and Gould, 2019; Vicidomini et al., 2020; Dranovsky et al., 2011; Schouten et al., 2020).

Depending on environmental conditions, RGLs make decisions to stay quiescent or self-renew asymmetrically or symmetrically. Whereas enriching experiences (e.g., complex environments, exploration, and socialization) bias RGLs toward asymmetric divisions to generate astrocytes and neurons (Dranovsky et al., 2011; Song et al., 2012), unfavorable conditions promote RGL quiescence (e.g., chronic stress and aging) or symmetric self-renewal to support neural stem cell (NSC) expansion at the expense of neurogenesis (e.g., social isolation, seizures, and aging) (Dranovsky et al., 2011; Sierra et al., 2015; Ibrayeva et al., 2021). Asymmetric self-renewal of RGLs predominates over symmetric self-renewal division mode in the adult hippocampus and it ensures maintenance of RGL numbers while supporting current neurogenic demands (Pilz et al., 2018; Vicidomini et al., 2020). Conversely, symmetric self-renewal decouples RGL divisions from differentiation and is thought to serve distinct functions. First, symmetric divisions prevent premature differentiation of RGLs in a nonpermissive or unhealthy niche, and consequently, avert aberrant integration of adult-born dentate granule cells detrimental to hippocampal functions (Ibrayeva et al., 2021; Cho et al., 2015). As such, RGL amplification anticipates future demands for neurogenesis upon return to favorable conditions. Second, RGL expansion may represent an efficient mechanism to replenish the adult RGL pool after injury. Third, symmetric stem cell divisions maybe more efficient than asymmetric divisions for long-term maintenance since fewer divisions are required to maintain RGL numbers. Furthermore, symmetric divisions may be associated with a lower rate of mutations and reduced replicative aging (Shahriyari and Komarova, 2013).

Extracellular physiological signals recruit transcription factors (TFs) within adult hippocampal RGLs to execute quiescence-activation decisions and symmetric or asymmetric self-renewal divisions (Vicidomini et al., 2020; Andersen et al., 2014; Urbán et al., 2019). A growing number of transcriptional regulators of quiescence and asymmetric (neurogenic or astrogenic) stem cell renewal have been identified (Mukherjee et al., 2016; Jones et al., 2015; Zhang et al., 2019; Ehm et al., 2010; Imayoshi et al., 2010). Deletion of such factors results in loss of RGL quiescence, increased neurogenesis and ultimately, differentiation-coupled depletion of the RGL pool. In sharp contrast, the identities of TFs that regulate RGL expansion have remained elusive. Here, we report that expression of the ubiquitously expressed TF, Kruppel-like factor 9 (*Klf9)*, a regulator of dendritic and axonal plasticity in postmitotic neurons (Moore et al., 2009; McAvoy et al., 2016), is elevated in nondividing RGLs compared to dividing RGLs. Inducible genetic upregulation of *Klf9* in RGLs and progenitors decreased activation, whereas conditional cell-autonomous deletion of *Klf9* in RGLs promoted an activated state. Clonal lineage tracing and longitudinal two-photon imaging of adult hippocampal RGLs in vivo directly demonstrated a role for *Klf9* as a brake on symmetric self-renewal. In vivo translational profiling of RGLs generated a molecular blueprint for RGL expansion in the adult hippocampus: we found that loss of Klf9 in RGLs results in downregulation of a program of quiescence-associated factors and upregulation of genetic (mitogen, notch) and metabolic (fatty acid oxidation and lipid signaling) programs underlying RGL symmetric self-renewal. Together, these data identify Klf9 as a transcriptional regulator of NSC expansion in the adult hippocampus. Our study contributes to an emerging framework for how experiential signals may toggle a balance of transcriptional regulators of symmetric and asymmetric self-renewal of RGLs to amplify NSCs or asymmetrically divide and generate neurons and astrocytes.

## Results

### Inducible *Klf9* loss promotes RGL activation

To characterize *Klf9* expression in RGLs in the adult dentate gyrus, we bred *Klf9-LacZ* knockin reporter mice (Scobie et al., 2009) with a Nestin GFP transgenic mouse line in which Nestin+ RGLs are genetically labeled with GFP (Mignone et al., 2004). Quantification of *Klf9* expression based on LacZ intensities in *Klf9 ^LacZ/+^* mice revealed enrichment in quiescent RGLs relative to activated RGLs (MCM2+) (one-way analysis of variance [ANOVA], *F* = 17.07, p = 0.003) (Figure 1A, B). MCM2 expression captures activated cells that have exited quiescence. To refine this estimation that is based on a surrogate (LacZ) of *Klf9* expression within the RGL compartment, we performed fluorescence in situ hybridization (FISH) using a *Klf9*-specific riboprobe and immunohistochemistry for GFP and BrdU on adult hippocampal sections obtained from *Klf9^+/+^* ^or *LacZ/LacZ*^;Nestin GFP transgenic mice perfused 2 hr following a BrdU pulse (one-way ANOVA, *F* = 5.6, p = 0.04) (Figure 1C–E). No signal was detected with FISH using the *Klf9* riboprobe on brain sections from Klf9*^LacZ/LacZ^* mice thus conveying specificity of the riboprobe (Figure 1D). Quantification of *Klf9* transcripts using Image J revealed significantly enriched expression in quiescent vs. activated (Brdu+ Nestin GFP+) RGLs (Figure 1C, E).

**Figure 1.**
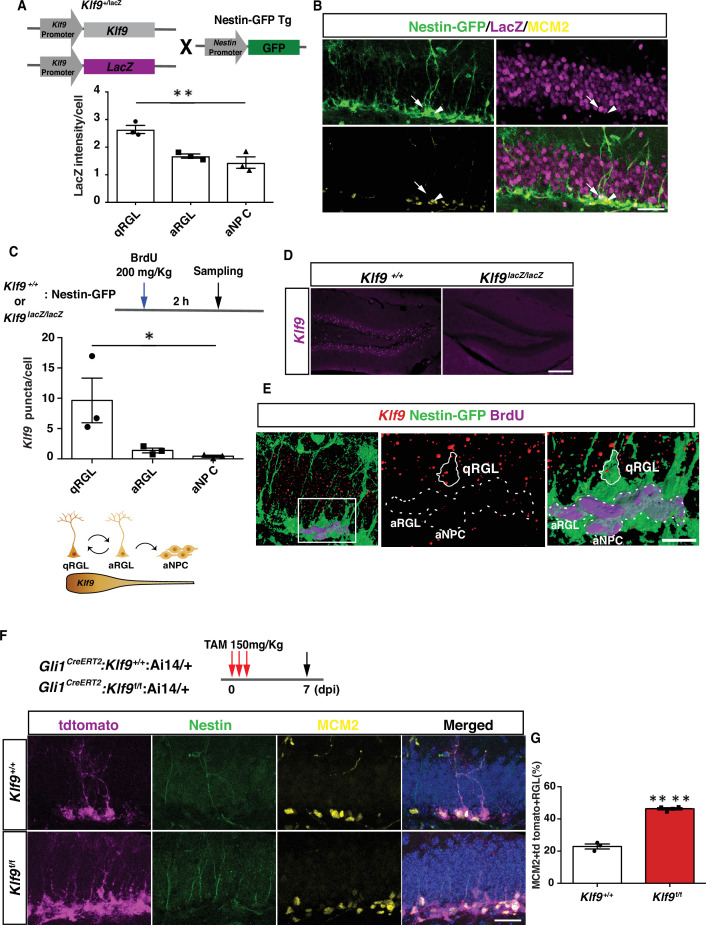
*Klf9* is elevated in nondividing radial-glial neural stem cells (RGLs) and loss of Kruppel-like factor 9 (Klf9) promotes RGL activation. (**A, B**) *Klf9* expression inferred from LacZ expression intensity in quiescent RGLs, qRGL (GFP+ MCM2 with radial process, arrows), activated RGL, aRGL (GFP+ MCM2+ with radial process, arrowheads) and activated neural progenitors, aNPCs (GFP+ MCM2+ without a radial process) in *Klf9^LacZ/+^*;Nestin GFP transgenic. qRGLs exhibit higher *Klf9* expression than aRGLs and aNPCs. *n* = 3 mice/group. (**C–E**) Fluorescence in situ hybridization using a *Klf9-*specific riboprobe and immunohistochemistry for GFP and BrdU on adult hippocampal sections obtained from *Klf9^LacZ/+^* ^or *LacZ/LacZ*^;Nestin GFP transgenic mice. (**D**) Specificity of riboprobe established by detection of *Klf9* expression in dentate gyrus of *Klf9^+/+^* but not in *Klf9^LacZ/LacZ^* mice. (**C, E**) *Klf9* is expressed in qRGLs but not in dividing (BrdU+) RGLs or aNPCs. *n* = 3 mice/group. (**F, G**) Inducible deletion of *Klf9* in Gli1+ RGLs in adult mice (*Gli1^CreERT2^:Klf9*^+/+^:Ai14 vs. *Gli1^CreERT2^:Klf9*^f/f^:Ai14) results in increased RGL activation (percentage of MCM2+ tdTomato + Nestin+ RGLs). *n* = 3 and 4 mice/group. Data are represented as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ****p < 0.0001. Scale bar: **B, F**, 50 μm; **D**, 250 μm; **E**, 20 μm.

**Figure 1—figure supplement 1.**
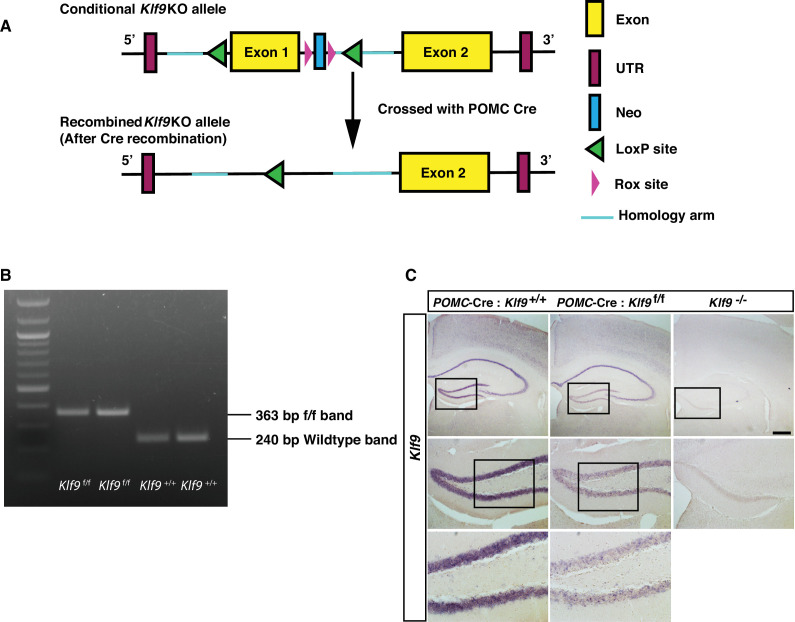
Generation and characterization of Kruppel-like factor 9 (*Klf9*) conditional mutant mouse line. (**A**) Schematic of wild-type and modified *Klf9* alleles. (**B**) PCR on tail DNA showing expected bands conveying wild-type and conditional alleles. (**C**) Left: *Klf9* in situ hybridization on hippocampal sections from 4 months old *POMC* Cre: *Klf9*^+/+ or f/f^ mice showing expected salt and pepper pattern of recombination in dentate gyrus that is characteristic of *POMC Cre* recombination pattern in dentate gyrus. Right: Klf9 in situ hybridization on hippocampal sections from adult *Klf9*^−/−^ mice conveying specificity of *Klf9* riboprobe. Scale bar: 500 µm.

**Figure 1—figure supplement 2.**
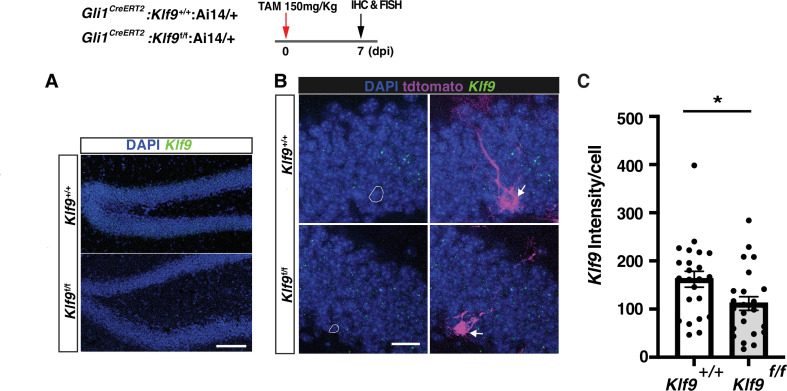
Estimation of Kruppel-like factor 9 (*Klf9*) recombination frequency in Gli1-positive tdTomato-labeled radial-glial neural stem cells (RGLs). (**A**) Representative low magnification images of *Klf9* FISH signal (*Klf9* transcripts) in dentate gyrus sections obtained from *Gli1^CreERT2^:Klf9*^+/+^:Ai14 and *Gli1^CreERT2^:Klf9*^f/f^:Ai14 mice following TAM-mediated induction of *Klf9* recombination in Gli1-positive RGLs. (**B**) High magnification images of *Klf9* FISH signal (*Klf9* transcripts) in Gli1-positive tdTomato-labeled RGLs in *Gli1^CreERT2^:Klf9*^+/+^:Ai14 and *Gli1^CreERT2^:Klf9*^f/f^:Ai14 mice. (**C**) Quantification of *Klf9* transcript-associated fluorescence intensity in Gli1-positive RGLs in *Gli1^CreERT2^:Klf9*^+/+^:Ai14 and *Gli1^CreERT2^:Klf9*^f/f^:Ai14 mice following TAM-mediated induction of recombination. RGLs (*n* = 23 *Klf9*^+/+^, *n* = 24 *Klf9*^f/f^) were analyzed from 2 mice/group. Scale bar: 100 µm (**A**), 20 µm (**B**). Data are represented as mean ± standard error of the mean (SEM). *p < 0.05.

**Figure 1—figure supplement 3.**
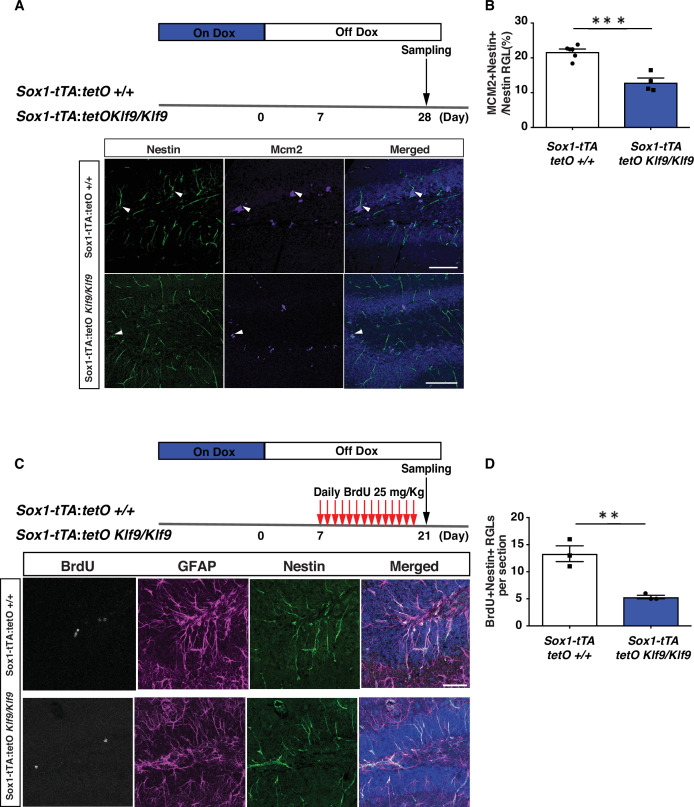
Inducible overexpression of Kruppel-like factor 9 (*Klf9*) in activated neural stem and progenitors promotes quiescence. (**A, B**) Two cohorts of adult *Sox1tTA: tetO Klf9* mice were used. *Klf9* induction in neural stem and progenitors following 3 weeks off Dox significantly reduced the fraction of activated radial-glial neural stem cells (RGLs) (%MCM2+ Nestin+ RGLS, *n* = 6 and 4 mice/group). Representative images shown in bottom panel. (**C, D**) A second cohort of mice was given BrdU pulses during the Off Dox window when *Klf9* is upregulated. Analysis of BrdU+ Nestin+ RGLs (*n* = 3 mice/group) revealed a significant reduction in total numbers of dividing RGLs. Representative images shown here. Unpaired *t*-tests, Panel B: p = 0.0003, Panel D: p = 0.005. Data are represented as mean ± standard error of the mean (SEM). **p < 0.01, ***p < 0.001. Scale bar: 100 µm (top), 50 µm (C).

We next asked what happens when we delete *Klf9* in adult hippocampal RGLs. To address this question, we engineered *Klf9* conditional mutant mice (*Klf9^f/f^*) to cell autonomously delete *Klf9* in RGLs. We first validated our *Klf9^f/f^* mouse line by crossing it with the *POMC*-Cre mouse line that drives recombination in the dentate gyrus. In situ hybridization (ISH) on hippocampal sections from *POMC*-Cre:*Klf9*^f/f^ revealed salt and pepper expression of *Klf9* in the dentate gyrus consistent with the established pattern of *POMC*-Cre-dependent recombination in the dentate gyrus (McHugh et al., 2007). No signal was detected by ISH using the *Klf9* riboprobe on brain sections from *Klf9^LacZ/LacZ^* mice thus conveying specificity of the riboprobe (Figure 1—figure supplement 1). We bred *Klf9^f/f^* mice with (GLI-Kruppel family member 1) *Gli1^CreERT2^* to recombine *Klf9* (deletion of exon 1) in hippocampal RGLs (Figure 1F, G). We chose the *Gli1^CreERT2^* driver line because population-based lineage tracing and chronic in vivo imaging suggests that *Gli1^CreERT2^*-labeled RGLs contribute to long-term maintenance and self-renewal (Ahn and Joyner, 2005; Bottes et al., 2021). We next generated *Klf9*^f/f or +/+^ mice harboring a *Gli1^CreERT2^* allele and a Cre-reporter allele (Ai14, B6;129S6-*Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^*/J) (Madisen et al., 2010) to indelibly label Gli1-positive RGLs and their progeny (Figure 1F). By analysis of *Klf9* transcript-associated fluorescence intensity in Gli1-positive tdTomato-labeled RGLs we estimated the recombination frequency of *Klf9* (i.e., reduction in *Klf9*-associated signal) to be approximately 32% in Gli1-positive tdTomato-labeled RGLs (Figure 1—figure supplement 2). We induced *Klf9* recombination and tdTomato expression in RGLs of adult (2 months old) *Gli1^CreERT2^;Klf9*^f/f or +/+^; Ai14 mice and processed brain sections for Nestin, tdTomato, and MCM2 immunohistochemistry 7 days postinjection (7 dpi) to quantify activated RGLs (Figure 1F, G). We found that conditional deletion of *Klf9* in *Gli1^CreERT2^*-targeted adult hippocampal RGLs significantly increased the fraction of activated RGLs (% of MCM2+ tdTomato + RGLs) (Figure 1G; unpaired *t*-tests, Figure 1G, p < 0.0001). Complementing these results, we demonstrated that genetic overexpression of *Klf9* in activated hippocampal NSCs and progenitors of adult *Sox1 tTA;tet0 Klf9* mice (McAvoy et al., 2016; Venere et al., 2012) significantly decreased the fraction of activated and dividing cells (Figure 1—figure supplement 3). Together, these data demonstrate that *Klf9* expression is enriched in quiescent RGLs and that loss of *Klf9* expression in RGLs either promotes or maintains an activated state of RGLs in the adult hippocampus.

### *Klf9* deletion in RGLs produces supernumerary RGL clones

We next asked how Klf9 loss-of-function in RGLs affects self-renewal division mode. Population-level lineage tracing experiments at short-term chase time points suggested that Klf9 loss in Gli1+ RGLs increased RGL numbers (data not shown). However, analysis of NSC dynamics at the population level is encumbered by changes in numbers of labeled progeny overtime (Bonaguidi et al., 2011; Bottes et al., 2021). The challenges of interpreting population-level analysis are exacerbated because *Klf9* is also expressed in immature adult-born neurons and mature dentate granule cells. As such, changes in numbers of labeled descendants following loss of Klf9 in RGLs make population-level lineage tracing difficult to interpret. Therefore, to directly investigate whether loss of *Klf9* in RGLs results in NSC expansion at a single clone level, we performed in vivo clonal analysis in adult *Gli1^CreERT2^;Klf9*^f/f or +/+^; Ai14 mice shortly after low-dose tamoxifen adminsitration. Single dose of TAM at 50 mg/kg body weight permitted sparse labeling of single tdTomato+ RGLs and visualization of labeled single RGL clones and their individual constituents. Analysis of clonal composition at 7 dpi revealed a significantly greater fraction of multi-RGL containing clones and a smaller fraction of single RGL containing clones (Figure 2A–D, Figure 2—figure supplement 1, Figure 2—videos 1–8; Figure 2B, two-way ANOVA, genotype × cell type p < 0.0001, Bonferroni post hoc *Klf9*^+/+^ vs. *Klf9*^f/f.^ 1 RGL n.s., 2+ RGLs p < 0.0001, 1 RGL+ p < 0.0001, no RGL n.s. Figure 2D, left panel, two-way ANOVA, genotype × cell type p < 0.0001, Bonferroni post hoc *Klf9*^+/+^ vs. *Klf9*^f/f^. 2+ RGLs p = 0.09, 2 RGLs+ P + A p < 0.0001, 2 RGLs+ p n.s. Figure 2D, right panel, two-way ANOVA, genotype × cell type p = 0.09, Bonferroni post hoc *Klf9*^+/+^ vs. *Klf9*^f/f.^ 1 RGL n.s., 1 RGL+ P + A p = 0.01, 1 RGL+ P p = 0.01). Many of the multi-RGL containing clones also comprised of neural progenitors and astrocytes suggesting that loss of *Klf9* biases RGL expansion but does not prevent RGL differentiation into progeny (Figure 2D). To corroborate these findings and address any potential confound introduced by bias in the Ai14 genetic lineage tracer, we performed clonal analysis at 7 dpi using a different lineage tracing reporter, mTmG (*t(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^*/J) (Muzumdar et al., 2007). Our analysis demonstrated a significant increase in multi-RGL clones and decrease in single RGL clones derived from RGLs lacking *Klf9* in *Gli1^CreERT2^;Klf9* ^f/f^mTmG mice (Figure 2E, F; Figure 2F, two-way ANOVA, genotype × cell type p < 0.0001, Bonferroni post hoc *Klf9*^+/+^ vs. *Klf9*^f/f.^ 1 RGL n.s., 2 RGLs+ p = 0.0001, 1 RGL+ p = 0.03, no RGLs n.s). The lack of a difference in single RGL clones suggests that loss of Klf9 maintains the activated state associated with increased symmetric divisions. Alternatively, it may reflect a floor effect (estimation of recombination frequency suggests that not all tdTomato RGLs undergo recombination for Klf9) in the assay that occludes detection of a decrease in number. These findings provide evidence for *Klf9* in cell-autonomous regulation of RGL expansion and are *suggestive* of a role for Klf9 in inhibition of symmetric self-renewal of RGLs.

**Figure 2.**
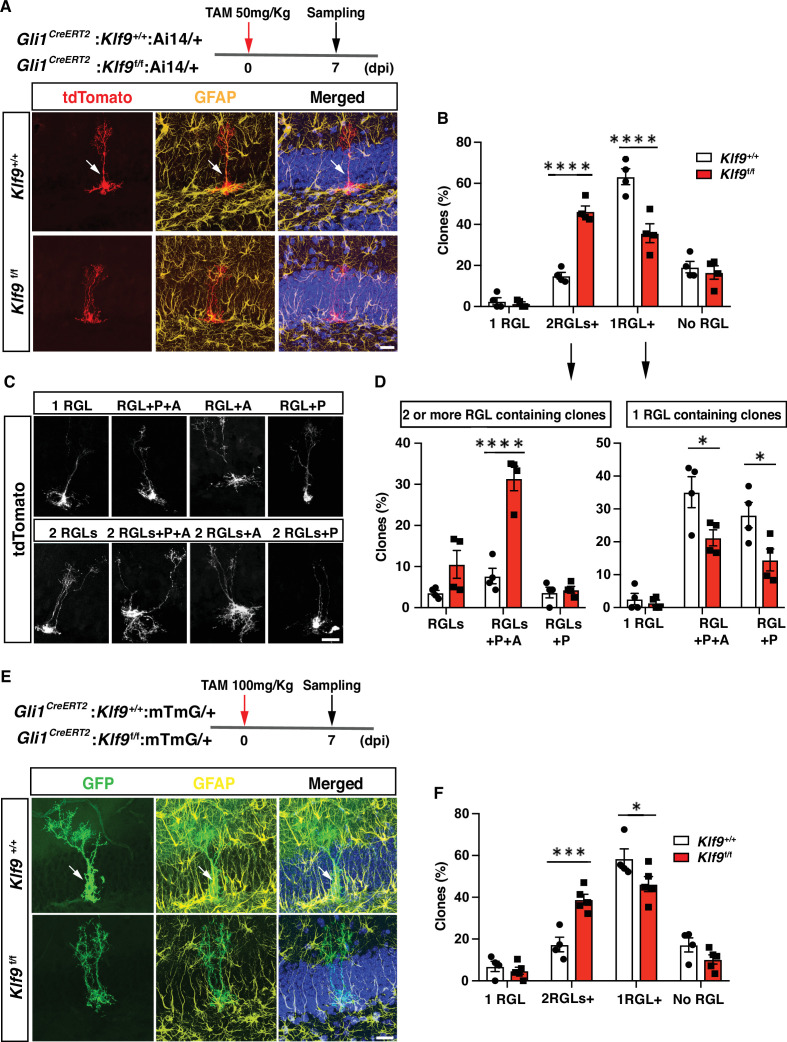
Kruppel-like factor 9 (*Klf9*) deletion in radial-glial neural stem cells (RGLs) produces supernumerary RGL clones. (**A–D**) Clonal analysis of sparsely labeled Gli1+ RGLs in adult *Gli1^CreERT2^:Klf9*^+/+or f/f^:Ai14 mice at 7 dpi. (**A, C**) Representative images of labeled RGL clones and descendants. For example, A top: single RGL (white arrow), A bottom: 2 RGLs. Identification was based on tdTomato+ morphology and GFAP immunohistochemistry. (**B**) Statistical representation of clones for specified compositions for both genotypes expressed as fraction of total clones quantified. (**D**) Breakdown of clones into 2 RGLs+ (two or more RGL containing clones and progeny) and single RGL+ clones (clones containing only 1 RGL and progeny). Loss of Klf9 in Gli1+ RGLs results in statistically significant overrepresentation of two or more RGL containing clones and significant reduction in ‘1 RGL containing clones’ suggestive of *Klf9* repressing RGL expansion. *n* = 4 mice/group. (**E, F**) Clonal analysis of sparsely labeled Gli1+ RGLs (white arrow) in adult *Gli1^CreERT2^:Klf9*^+/+or f/f^:mTmG mice at 7 dpi. Inducible deletion of *Klf9* in Gli1+ RGLs results in statistically significant overrepresentation of multi-RGL containing clones (two or more RGLs, 2 RGLs+) and a significant reduction in single RGL containing clones (1 RGL+). Identification was based on GFP+ morphology and GFAP immunohistochemistry. Representative images (**E**) and corresponding quantification in (**F**). *n* = 4 and 5 mice/group. P: rogenitor(s), A: astrocyte. Data are represented as mean ± standard error of the mean (SEM). *p < 0.05, ***p < 0.001, ****p < 0.0001. Scale bar: **A, C, E**, 20 μm.

**Figure 2—figure supplement 1.**
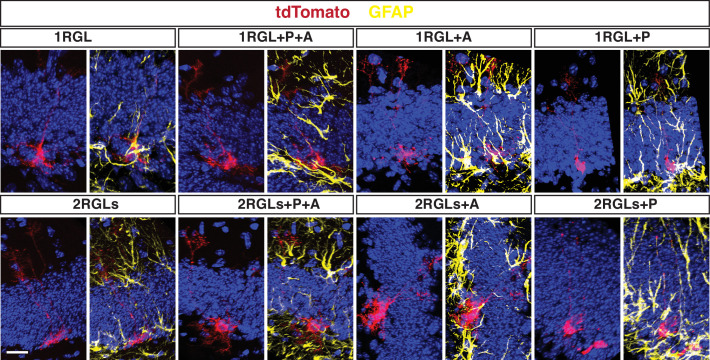
Analysis of clonal composition in Figure 2C. Representative images of labeled radial-glial neural stem cell (RGL) clones and descendants. Identification was based on tdTomato+ morphology and GFAP immunohistochemistry. Z-series of confocal images in Figure 2C were processed using Imaris software. Scale bar: 15 µm.

**Figure 2—video 1.** Three-dimensional (3D) images of representative radial-glial neural stem cell (RGL) clonal compositions depicted in Figure 2C 1 RGL.

**Figure 2—video 2.** Three-dimensional (3D) images of representative radial-glial neural stem cell (RGL) clonal compositions depicted in Figure 2C 1 RGL.

**Figure 2—video 3.** Three-dimensional (3D) images of representative radial-glial neural stem cell (RGL) clonal compositions depicted in Figure 2C 1 RGL+ P + A.

**Figure 2—video 4.** Three-dimensional (3D) images of representative radial-glial neural stem cell (RGL) clonal compositions depicted in Figure 2C 1 RGL+ A.

**Figure 2—video 5.** Three-dimensional (3D) images of representative radial-glial neural stem cell (RGL) clonal compositions depicted in Figure 2C 1 RGL+ P.

**Figure 2—video 6.** Three-dimensional (3D) images of representative radial-glial neural stem cell (RGL) clonal compositions depicted in Figure 2C 2 RGLs.

**Figure 2—video 7.** Three-dimensional (3D) images of representative radial-glial neural stem cell (RGL) clonal compositions depicted in Figure 2C 2 RGLs+ P + A.

**Figure 2—video 8.** Three-dimensional (3D) images of representative radial-glial neural stem cell (RGL) clonal compositions depicted in Figure 2C 2 RGLs+ P.

### *Klf9* functions as a brake on symmetric self-renewal of RGLs

To unequivocally establish clonal origin of labeled progeny and directly test the hypothesis that *Klf9* inhibits symmetric self-renewal of RGLs in vivo, we performed longitudinal two-photon imaging (Gonçalves et al., 2016a) of RGLs for up to 2 months and tracked symmetric and asymmetric division patterns (Figure 3A, B; Figure 3—figure supplement 1, Figure 3—videos 1–4). We implanted *Gli1^CreERT2^:Klf9*^f/f or +/+^;Ai14 mice with a hippocampal window over CA1 for long-term imaging. After allowing 2 weeks for recovery from surgery, we injected mice with a single dose of tamoxifen (150 mg/kg) to induce Cre recombination and tdTomato expression in Gli1+ RGLs (as shown in Figure 1—figure supplement 2). This resulted in sparse labeling that allowed us to image and track individual cells and their processes. Imaging sessions started 2 days post-tamoxifen injection (dpi) and were repeated daily up to 6 dpi in order to locate isolated labeled RGLs which were clearly identifiable by their tufted radial process. Astrocytes were occasionally labeled but were readily distinguishable from RGLs due to their lack of polar morphology and were disregarded. Post hoc histology analysis of morphological features and immunoreactivity for GFAP in brain sections was performed to corroborate our initial in vivo identification of a subset of RGLs (Figure 3, Figure 3—figure supplement 1). After 6 dpi we track individual RGLs to quantify their first division event: we revisited each previously identified, RGL containing field-of-view every 3 days and compared it with previous time points in order to quantify the first cell division and classify it as symmetric or asymmetric. As previously described (Pilz et al., 2018), asymmetric divisions resulted in motile daughter cells that migrated away from their progenitors within one to two imaging sessions (3–6 days) and exhibited shorter and less stable processes, often undergoing further divisions and differentiation (Figure 3B; Figure 3—video 1). Conversely, and as shown previously (Pilz et al., 2018), symmetric divisions resulted in the appearance of a faint radial process of a single static daughter cell that remained adjacent to its mother cell (Figure 3B; Figure 3—videos 3; 4). Over time the cell body of the daughter RGL emerged. For our analysis of cell division, we only considered the first division event from an identified RGL, disregarding subsequent divisions of the daughter cells and analysis of RGL-derived lineage trees. Deletion of *Klf9* in RGLs resulted in a significantly greater number of symmetric cell divisions (39 symmetric, 38 asymmetric, 10 mice) compared to *Klf9*^+/+^ RGLs (18 symmetric, 47 asymmetric, 8 mice) (Figure 3C). We made sure to have a similar number of division events across both genotypes so that we were confident that the differences in the mode of division are not due to under/over sampling each experimental group (*N* = 8 control mice, 65 divisions, mean 8.125 divisions per mouse; 10 experimental mice, 77 divisions, mean 7.7 divisions per mouse) (Figure 3D). These data provide definitive evidence for *Klf9* functioning as a brake on symmetric self-renewal of RGLs in the adult hippocampus.

**Figure 3.**
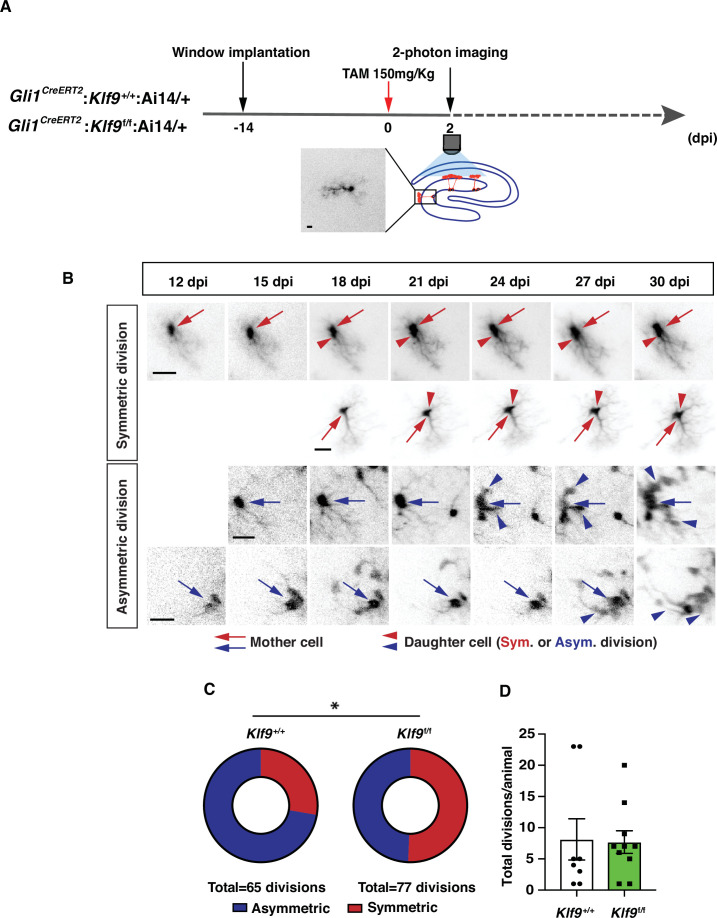
Kruppel-like factor 9 (Klf9) functions as a brake on symmetric self-renewal of radial-glial neural stem cells (RGLs). (**A**) Diagram of experimental design for in vivo two-photon imaging experiments. Inset is a high magnification image of a sparsely labeled single RGL in an adult *Gli1^CreERT2^:Klf9*^+/+^:Ai14 mouse. (**B**) Representative series of longitudinal imaging from four fields of view showing RGL symmetric and asymmetric divisions. Row 2: control. Rows 1, 3, and 4: experimental. Arrows point to mother cell and arrowheads point to daughter cells. Scale bar: 20 µm. (**C**) Quantification of RGL symmetric and asymmetric divisions showing an increase in symmetric divisions in *Gli1^CreERT2^:Klf9*^f/f^:Ai14 mice. *n* = 8 *Gli1^CreERT2^:Klf9*^+/+^:Ai14 mice, 65 divisions; *n* = 10 *Gli1^CreERT2^:Klf9*^f/f^:Ai14 mice, 77 divisions. Odds of symmetric division are 2.7× higher in *Gli1^CreERT2^:Klf9*^f/f^:Ai14 mice, p = 0.015 likelihood-ratio test., *(**D**) Similar number of divisions was recorded for each group to avoid biased assessment of division mode (*n* = 8 and 10 mice/group).

**Figure 3—figure supplement 1.**
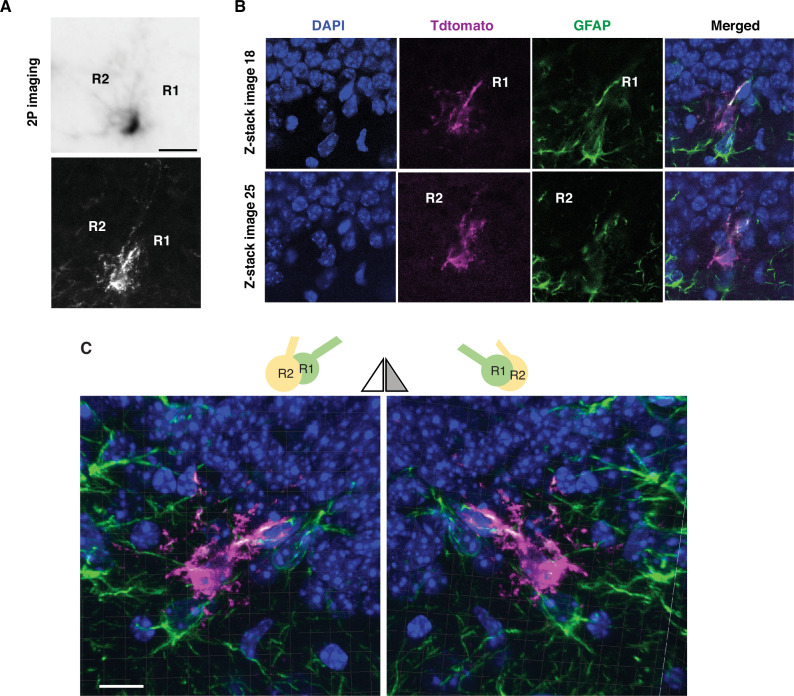
Representative images of radial-glial neural stem cell (RGL) divisions captured using two-photon imaging in vivo. (**A**) Representative two-photon images of RGL cells R1 and R2 in vivo and their respective post hoc fluorescence image. (**B**) Confocal immunofluorescence images of the same GFAP+/tdTomato+ cells at different depths, confirming their RGL identity. (**C**) Imaris deconvolution of tdTomato-labeled RGLs in B. Scale bar: 20 µm.

**Figure 3—video 1.** In vivo two-photon imaging of Gli1-postive radial-glial neural stem cells (RGLs). Narrated example of longitudinal imaging of asymmetric neural stem cell (NSC) divisions. Two-photon imaging across days showing two examples of asymmetric division of NSCs (red arrows).

**Figure 3—video 2.** In vivo two-photon imaging of Gli1-postive radial-glial neural stem cells (RGLs). Narrated example of longitudinal imaging of symmetric cell divisions. Two-photon imaging across days showing two examples of symmetric division of neural stem cells (NSCs; blue arrows).

**Figure 3—video 3.** In vivo two-photon imaging of Gli1-postive radial-glial neural stem cells (RGLs). Three-dimensional reconstruction of RGL cells imaged in vivo before undergoing symmetric division. Field of view corresponds to second row of Figure 3B at 18 dpi.

**Figure 3—video 4.** In vivo two-photon imaging of Gli1-postive radial-glial neural stem cells (RGLs). Three-dimensional reconstruction of RGL cells imaged in vivo after undergoing symmetric division. Field of view corresponds to second row of Figure 3B at 30 dpi.

### *Klf9* regulates a genetic program of RGL activation and expansion

To understand how Klf9 regulates RGL division mode, we performed in vivo molecular profiling of RGLs lacking *Klf9*. We generated *Gli1^CreERT2^:Rpl22HA*^f/+^:*Klf9*^f/f or +/+^ (B6N.129-*Rpl22tm1.1Psam*/J mice Ribotag) mice (Sanz et al., 2009) to genetically restrict expression of a hemagglutinin (HA) epitope-tagged ribosomal subunit exclusively in Gli1+ RGLs (Figure 4A). Four days following TAM injections to induce HA expression and Klf9 recombination in a sufficient number of Gli1+ RGLs and progeny arising from first division, we dissected the dentate gyrus subregion, biochemically isolated actively translated transcripts, generated cDNA libraries and performed Illumina sequencing (Figure 4A–C). 

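The ribosomal profiling comprised 3 samples from Klf9 +/+ mice and 3 samples from Klf9 f/f mice. Each sample pooled 6 dentate gyri from 3 mice, taken 4 days after the last of 3 tamoxifen injections of 250 mg/kg given 12 hr apart. In this RiboTag assay, Cre recombination switches on an HA-tagged ribosomal protein, and an anti-HA antibody then pulls down the tagged ribosomes with the mRNAs they carry. By the paper's methods, the authors mapped the reads with STAR to the mouse mm9 genome and counted them per gene with HTSeq without regard to strand, so that reads of genes overlapping on opposite strands are not told apart. The authors deposited these counts without normalization for 37620 Ensembl genes, of which 37205 were named from the GENCODE M1 annotation of the same genome build. The reads counted on genes numbered 52765246, 58864965 and 27594529 in Klf9 +/+ replicates 1, 2 and 3, with a median of 52765246. They numbered 66343759, 52188635 and 21594714 in Klf9 f/f replicates 1, 2 and 3, with a median of 52188635. The paper states 20–30 M reads per sample, and the values here use the counts as deposited. The library names place replicates 1 and 2 of each genotype in one series, treated here as batch 1, and replicate 3 of each genotype in another, treated as batch 2. The replicate numbers are running numbers given here within each genotype, and they pair no samples. Log2 CPM (counts scaled to library size) correlated across genes, which are not independent replicates, with Pearson's r of 0.977 to 0.984 between samples of the same batch and 0.924 to 0.959 between samples of different batches. Counts were normalized with edgeR's TMM method and tested with its quasi-likelihood F-test, with the batch as a term beside the genotype. As in the paper's methods, only genes above 1 CPM in at least 1 sample were tested, which left 15056 genes. This filter used CPM before TMM scaling, and the CPM of single genes given here are after it. A log2 fold change is Klf9 f/f over Klf9 +/+, and adjusted p-values follow Benjamini and Hochberg. The fit had 3 residual degrees of freedom and a biological coefficient of variation of 0.198.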

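Klf9 (ENSMUSG00000033863) lies on the plus strand of chromosome 19 of mm9 from 23215716 to 23241401. Its annotated transcript has an exon from 23215716 to 23216749 and an exon from 23239173 to 23241401, of 1034 and 2229 bp, and the deposited count is one value for the gene. The paper's deletion removes exon 1, and the count does not separate that exon from the other. Klf9 stood at 200.9, 203.9 and 139.0 CPM in Klf9 +/+ replicates 1, 2 and 3, and at 114.3, 121.3 and 120.0 CPM in Klf9 f/f replicates 1, 2 and 3. Every Klf9 f/f sample lay below every Klf9 +/+ sample (exact permutation test, two-sided, p = 0.1, the smallest that 3 samples against 3 allow). The log2 fold change was -0.59 with a standard error of 0.15 (adjusted p = 0.844 over all genes tested, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Within batch 1 the log2 difference was -0.78 and within batch 2, with a single sample per genotype, it was -0.21. With each sample left out in turn, the log2 fold change of Klf9 stayed between -0.79 and -0.51.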

Analysis of the resulting data and gene ontology annotation (gGOSt, https://biit.cs.ut.ee/gprofiler/gost) of differentially expressed genes (DEGs) (Supplementary file 1) broadly categorized signaling pathways and molecular programs associated with NSC activation and quiescence (Mukherjee et al., 2016; Zhang et al., 2019; Mira et al., 2010; Codega et al., 2014; Shin et al., 2015; Hochgerner et al., 2018; Knobloch et al., 2013; Figure 4C; Figure 4—figure supplement 1, Supplementary files 2 and 3). 

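The paper's methods define its calls at 1.2-fold with p under 0.05, while the legend of Supplementary file 1 gives a false discovery rate under 0.05. The threshold of the methods, with p taken as unadjusted, is called the paper's threshold here. At this threshold, 274 genes were called up and 376 genes down in Klf9 f/f. In all, 650 genes had an unadjusted p under 0.05, where 5% of the genes tested is 752.8. After adjustment, 0 genes up and 0 genes down had an adjusted p under 0.05, and the smallest adjusted p was 0.0683 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the batch term the calls fell to 50 genes up, and with no filter beyond 1 count they rose to 926 genes down, the settings that moved each count most in proportion. The unfiltered fit gave Igfbp7 an unadjusted p of 1.7e-14 against 0.0085, both from edgeR's quasi-likelihood test. Its log2 fold change hardly moved, so the count of that fit is not reliable. The likelihood-ratio test called 290 genes up and 447 down at the same threshold, with 13 up and 45 down at an adjusted p under 0.05.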

Functional categories enriched among upregulated DEGs (276) included phospholipase activity (Pla2g7, Pla2g4e, and Gpld1), mitogen growth factor signaling (Egfr, Fgfr3, Ntrk2, and Lfng), and ligand-gated ion channels (Gabra1, Chrna7, Grin2C, and P2*r* × 7). 

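Among the phospholipases, Pla2g7 (ENSMUSG00000023913, chromosome 17 of mm9, 43705047 to 43749150) rose from 715 ± 90.2 (SD, n = 3) to 927 ± 146 (SD, n = 3) CPM. Its log2 fold change was 0.38 (standard error 0.16, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gpld1 had a log2 fold change of 0.49 and Pla2g4e one of 0.76, with standard errors of 0.19 and 0.35, and Pla2g4e did not pass the paper's threshold. Pla2g4e differed by -0.14 on the log2 scale in batch 2, against 1.13 in batch 1. Among the mitogen genes, Lfng (ENSMUSG00000029570, chromosome 5, 141083295 to 141091497) had a log2 fold change of 0.56 (standard error 0.14, adjusted p = 0.763 from the same edgeR test) and was higher in Klf9 f/f than in Klf9 +/+ within each batch. Egfr, Fgfr3 and Ntrk2 had log2 fold changes of 0.39, 0.41 and 0.38, each with a standard error of 0.16 to 0.17. In batch 1, the Egfr level of Klf9 f/f replicate 2, at 39.4 CPM, lay below the 41.0 CPM of Klf9 +/+ replicate 1. Among the ion channels, Chrna7 had a log2 fold change of 1.01 (standard error 0.37), Grin2c of 0.50 and P2rx7 of 0.48. Gabra2, listed under this term in Supplementary file 2, had a log2 fold change of 0.35 with a standard error of 0.14 and passed the threshold. P2rx7 was at -0.043 with the level of choroid plexus markers as a covariate. With it Gpld1, Ntrk2, Fgfr3, Egfr and Pla2g7 were at 0.063, 0.077, 0.093, 0.12 and 0.15. Gabra2, Grin2c, Lfng, Pla2g4e and Chrna7 were at 0.34, 0.37, 0.89, 0.97 and 1.02. In batch 1 the choroid plexus level was 0.96 and 2.77 log2 CPM in Klf9 +/+ against 0.079 and 0.0039 in Klf9 f/f. In batch 2 it was 5.37 against 2.80. The covariate thus overlaps with the genotype, and a small estimate does not show choroid plexus RNA as the cause. Chrna7 kept its log2 fold change, but its unadjusted p from edgeR's quasi-likelihood test went from 0.0246 to 0.275. P2rx7 was at 0.74 with the mean level of endothelial, mural and meningeal markers as a covariate. With that of astrocyte markers, chosen after the data were seen, P2rx7 was at 0.26.

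**Figure D1:**
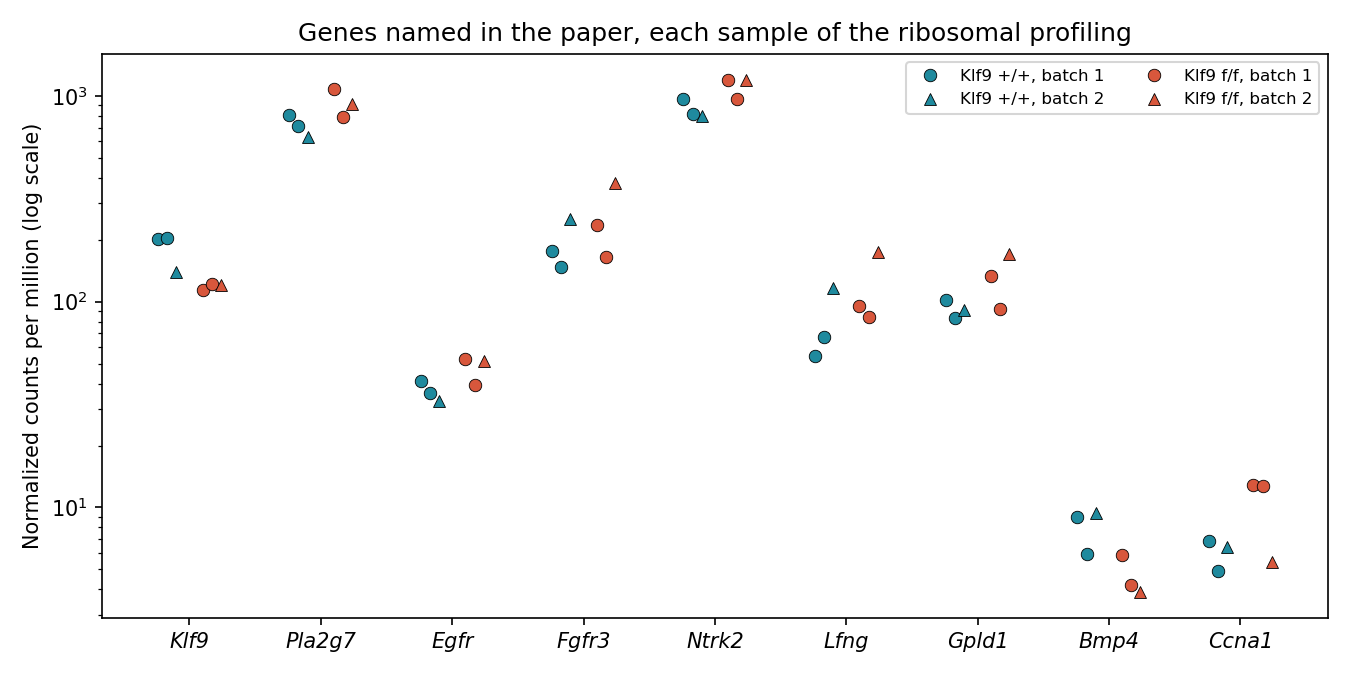
Normalized counts (CPM), on a log scale, of 9 genes named in the paper, for each of the 6 samples. Circles are batch 1 and triangles batch 2. Klf9 lies between 114.3 and 121.3 CPM in the Klf9 f/f samples, while Pla2g7 and Egfr overlap between the genotypes in batch 1.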

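The acyl-CoA synthetase genes Acsl3, Acsl6, Acss1 and Acsbg1 had log2 fold changes of 0.38, 0.37, 0.53 and 0.41 in Klf9 f/f, with standard errors of 0.16, 0.16, 0.21 and 0.17. Acsl3 rose from 522 ± 62.0 (SD, n = 3) to 676 ± 106 (SD, n = 3) CPM, and Acss1 from 82.7 ± 20.5 (SD, n = 3) to 120.6 ± 43.2 (SD, n = 3) CPM. All 4 genes passed the paper's threshold. For each of the 4, Klf9 f/f replicate 2 lay below at least 1 of the Klf9 +/+ samples of batch 1, as for Acsl3 at 583 CPM against 589 CPM in Klf9 +/+ replicate 2. The oxidoreductase genes Acad12, Akr1b10, Aldh3b1 and Aldh4a1 had log2 fold changes of 0.61, 0.39, 0.50 and 0.43, and for these 4 genes all Klf9 f/f samples lay above the Klf9 +/+ samples of their batch. Aldh3b1 (ENSMUSG00000024885, chromosome 19 of mm9, 3913493 to 3929761) rose from 15.1 ± 0.95 (SD, n = 3) to 21.4 ± 1.49 (SD, n = 3) CPM. The standard error of its log2 fold change was 0.15, and its adjusted p was 0.971 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Acad12, with a standard error of 0.28, did not pass the threshold.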

Additionally, our analysis revealed elevation of metabolic programs sustaining energy production and lipogenesis through generation of Acetyl-CoA: CoA- and fatty acid-ligase activity (Acsl3, Ascl6, Acss1, and Acsbg1) and oxidoreductase and aldehyde dehydrogenase activity (Acad12, Acox1, Ak1b10, Aldh3b1, and Aldh4a1) (Knobloch et al., 2013; Namba et al., 2021; Knobloch et al., 2017; Xie et al., 2016; Supplementary file 2). 

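Bmp4 (ENSMUSG00000021835, chromosome 14 of mm9, 47003195 to 47010344) fell from 8.14 ± 1.91 (SD, n = 3) in Klf9 +/+ to 4.66 ± 1.08 (SD, n = 3) CPM in Klf9 f/f. Its log2 fold change was -0.79 with a standard error of 0.27, and its adjusted p was 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Bmp2 had a log2 fold change of -0.77 with a standard error of 0.22. The genes Itga3, Itga10, Igfbp3, Igfbp6 and Igfbp7 had log2 fold changes of -0.53, -1.24, -0.93, -0.56 and -1.28. Itga10 was low in all samples, at 1.30 ± 0.24 (SD, n = 3) and 0.54 ± 0.08 (SD, n = 3) CPM. Emb had a log2 fold change of -0.78 with a standard error of 0.38 and did not pass the paper's threshold, with log2 differences of -0.16 in batch 1 and -1.89 in batch 2. Itga5 had a log2 fold change of -0.21 with a standard error of 0.40, a difference smaller than its error. With the level of choroid plexus markers as a covariate, Emb was at 0.95 and Itga5 at 0.49. Iqgap1 had a log2 fold change of -0.40 with a standard error of 0.19 and did not pass the threshold, and it was at 0.0010 with the mean level of endothelial, mural and meningeal markers as a covariate. The potassium channel genes Kcnj8 and Kcnq1 had log2 fold changes of -0.97 and -2.13. Kcnj8 is among the mural cell markers listed here, and Kcnq1 lay under 1 CPM after TMM scaling in all 6 samples. With the endothelial, mural and meningeal covariate, Igfbp3, Igfbp7, Igfbp6, Bmp4 and Kcnq1 were at -0.027, -0.20, -0.22, -0.29 and -0.42. Itga3, Kcnj8, Bmp2 and Itga10 were at -0.34, -0.39, -0.60 and -0.89. With the choroid plexus covariate, Igfbp3, Igfbp7, Bmp4 and Kcnq1 were instead at -1.33, -2.60, -1.15 and -3.51.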

A complementary set of modules overrepresented in the downregulated gene set (462 DEGs) were quiescence growth factor signaling (Bmp2 and Bmp4), extracellular matrix binding (Itga3, Itga10, and Igfbp3, 6, 7), cell adhesion (e.g., Emb, Itga3, and Itga5), actin binding (Iqgap1), TFs (NeuroD4 and Zic3), and voltage-gate potassium channel activity (Kcnj8 and Kcnq1) (Supplementary file 3).

**Figure 4.**
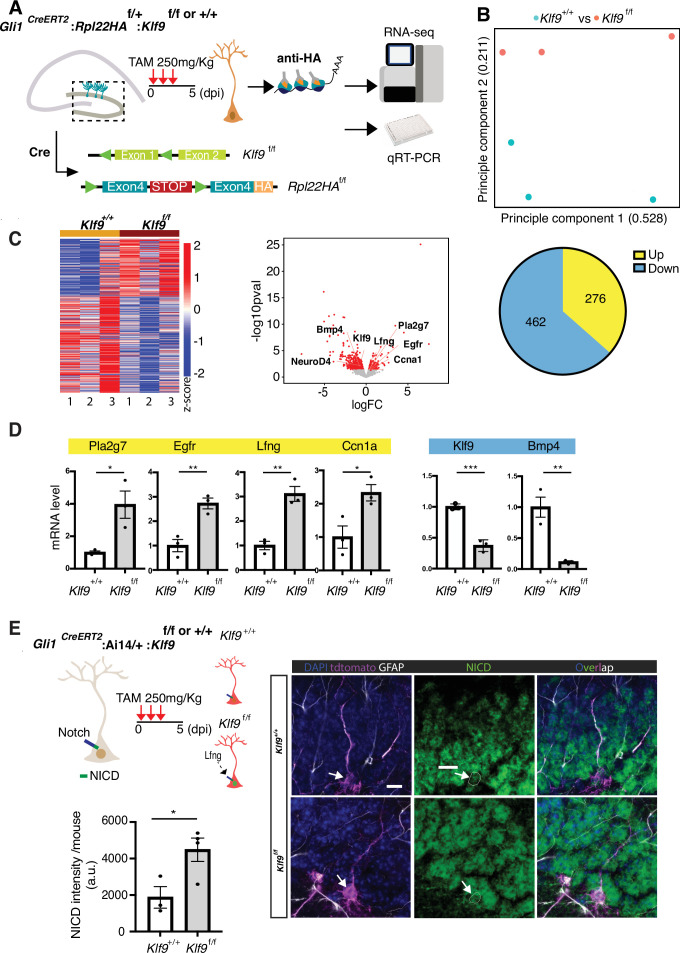
Kruppel-like factor 9 (*Klf9*) regulates genetic programs underlying radial-glial neural stem cell (RGL) expansion. (**A**) Schematic of experimental workflow to biochemically isolate and sequence translated mRNAs from Gli1+ RGLs (*Gli1^CreERT2^:Rpl22HA*^f/+^:*Klf9*^f/f or +/+^ mice). *n* = 3 mice, 6 dentate gyri/sample, 3 samples per group. (**B**) Principal component analysis (PCA) plot of translational profiles of *Gli1^CreERT2^*-targeted *Klf9*^+/+ or f/f^ RGLs. First two principal components are shown with the corresponding fractions of variance. (**C**) Left: heatmap of expression values for differentially expressed genes. Middle: volcano plot of statistical significance (−log10 p value) vs. magnitude of change (log2 of fold change) of gene expression. Differentially expressed genes are marked in red. Upregulated genes in *Klf9*^f/f^ RGLs are on the right and downregulated genes in *Klf9*^f/f^ RGLs are on the left. Right: pie chart of numbers of upregulated and downregulated genes in *Gli1^CreERT2^*-targeted *Klf9*^f/f^ RGLs. (**D**) qRT-PCR on biochemically isolated mRNAs from *Gli1^CreERT2^:Rpl22HA*^f/+^:*Klf9*^f/f or +/+^ mice validating candidate differentially expressed genes. *n* = 3 samples, 6 dentate gyri/sample, 3 samples per group. (**E**) Immunostaining and quantification of Notch1 intracellular domain (NICD) in RGLs of *Gli1^CreERT2^: Klf9*^f/f or +/+^ mice. Deletion of *Klf9* results in increased NICD levels in RGLs consistent with Lnfg-dependent potentiation of Notch1 signaling (Cartoon, top left). *n* = 3 mice/group. Data are represented as mean ± standard error of the mean (SEM). *p < 0.05, **p < 0.01, ***p < 0.001. Scale bar: 10 μm.

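Over the log2 CPM of all genes tested, the first principal component held 61.0% of the variance and the second 14.1%. The SD over 100 resamples of the genes was 0.749 percentage points for the first component and 0.440 for the second. The first component separated the batches, with batch 2 at 69.0 and 53.6 and batch 1 between -42.4 and -16.7. On the second component the Klf9 +/+ samples lay at 32.8, -1.94 and 19.7 and the Klf9 f/f samples at -0.70, -25.1 and -24.8, so that the genotypes overlapped. Over the 500 most variable genes, the second component held 15.0%, with the Klf9 +/+ samples at 17.3, 10.9 and 10.8 and the Klf9 f/f samples at -7.64, -15.0 and -16.4.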

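Ccna1 (ENSMUSG00000027793, chromosome 3 of mm9, 54849391 to 54858977), which encodes cyclin A1, stood at 6.89, 4.94 and 6.44 CPM in Klf9 +/+ replicates 1, 2 and 3 and at 12.9, 12.7 and 5.43 CPM in Klf9 f/f replicates 1, 2 and 3. Its log2 fold change was 0.69 with a standard error of 0.30. The log2 difference was 1.12 in batch 1 and -0.24 in batch 2, so the rise was not seen in batch 2.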

**Figure 4—figure supplement 1.**
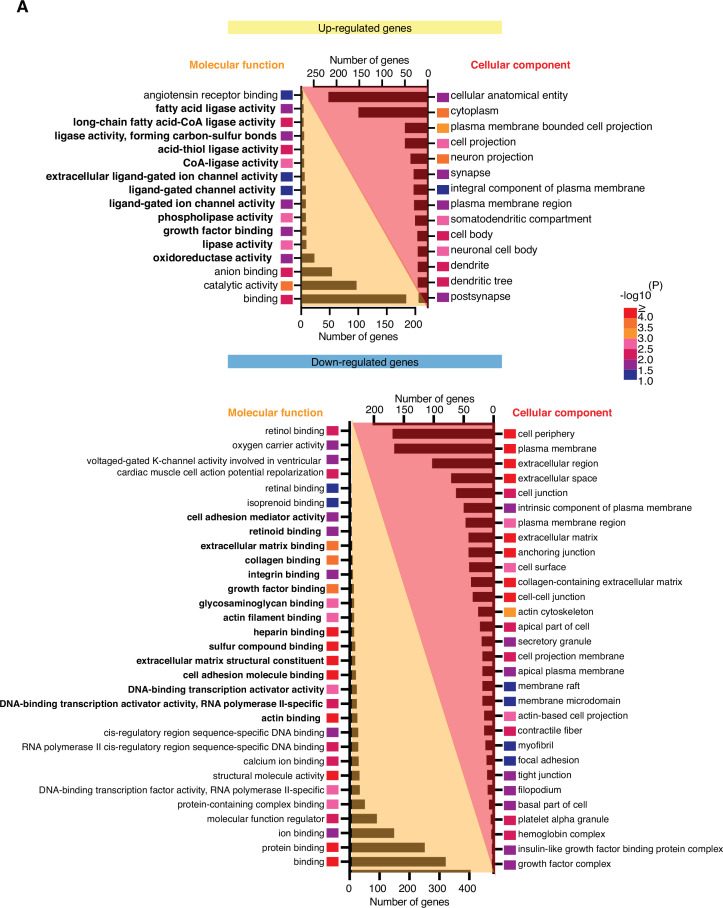
Annotation of upregulated and downregulated differentially expressed genes (DEGs) in Gli1+ radial-glial neural stem cells (RGLs) following Kruppel-like factor 9 (*Klf9*) deletion. Gene ontology annotation (gGOSt, https://biit.cs.ut.ee/gprofiler/gost) of DEGs in Gli1+ RGLs following *Klf9* deletion.

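In the part of Supplementary file 1 that was read, 1999 genes long, the paper's table calls 269 genes up and 458 down at its threshold. Of these calls, 720 were matched by name to a gene tested here, and 720 changed in the same direction. Of the paper's calls, 230 up and 353 down were also called by the quasi-likelihood test here, and 259 up and 424 down by the likelihood-ratio test. Across the 1966 matched genes, which are not independent replicates, the log2 fold changes had a Pearson's r of 0.999 with those of the table, whose sign was turned to Klf9 f/f over Klf9 +/+. The paper's false discovery rate was under 0.05 for 76 genes of the part read.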

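The genes that Supplementary files 2 and 3 list under a term were looked up among the genes tested, and the enrichment itself was not repeated. The lists come from the paper's own calls on these samples, so a shared direction was given in advance. Of the 8 genes under phospholipase activity, 8 were higher in Klf9 f/f, with a median log2 fold change of 0.47, and 7 passed the paper's threshold here. Of the 23 genes under oxidoreductase activity, 20 passed it, with a median of 0.43, and 1 of the 23 is Y-linked. The 5 genes under CoA-ligase activity all passed it. Of the 8 genes under ligand-gated ion channel activity, 7 passed it, with a median of 0.60. Among the terms of lowered genes, 11 of the 19 genes under extracellular matrix structural constituent passed it, with a median of -0.90, and 6 of the 19 are in the marker lists of choroid plexus, ependyma, vessels, meninges or blood. Of the 9 genes under extracellular matrix binding, 6 passed it and 0 are in those lists. Of the 4 genes under oxygen carrier activity, 3 are in those lists. The paper's adjusted p was 0.00234 for phospholipase activity and 1.72e-09 for extracellular matrix structural constituent.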

For validation of DEGs previously linked with NSC quiescence and activation (Mukherjee et al., 2016; Zhang et al., 2019; Codega et al., 2014; Shin et al., 2015; Knobloch et al., 2013; Baser et al., 2019), we performed qRT-PCR on an independent replicate of biochemically isolated mRNAs from this population of Gli1+ RGLs in vivo. We first confirmed downregulation of Klf9 in RGLs. Next, we validated downregulation of canonical quiescence signaling factors (Bmp4) and upregulation of genes involved in lipid metabolism (Pla2g7), cell cycle (Ccn1a), mitogen signaling (epidermal growth factor receptor, Egfr), and Notch signaling (Lunatic fringe, Lfng) (Figure 4D). Consistent with Lfng-mediated potentiation of Notch1 signaling through cleavage of the Notch1 intracellular domain (NICD), we observed significantly elevated levels of NICD in Gli1+ RGLs lacking Klf9 (Figure 4E; Hochgerner et al., 2018; Zhao and Wu, 2018). We infer from our loss-of-function data that high levels of Klf9 in RGLs induce BMP4 expression and repress gene modules specifying mitogen signaling, fatty acid oxidation, RGL differentiation, and cell-cycle exit to inhibit RGL expansion.

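Lists of genes of these programs were tested as wholes with camera of limma, which compares the genes of a list with all other genes tested, at an inter-gene correlation of 0.01 and with Benjamini-Hochberg adjustment over 18 lists. The 14 BMP pathway genes, Bmp2 and Bmp4 among them, had a median log2 fold change of -0.08 (adjusted p = 0.103 from camera), with 8 of 14 lower in Klf9 f/f. The 15 Notch pathway genes, Lfng and Notch1 among them, had a median of 0.04 (adjusted p = 0.0759), with 10 of 15 higher. The 20 proliferation genes had a median of 0.06 (adjusted p = 0.0176), with 17 of 20 higher and 0 passing the paper's threshold one by one. With the inter-gene correlation estimated from the data in place of 0.01, the adjusted p of the proliferation list was 0.444. From its loss-of-function data, the paper reasons that high Klf9 in RGLs raises BMP4 expression and holds down modules of mitogen signaling, fatty acid oxidation, differentiation and cell-cycle exit, which limits RGL expansion.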

## Discussion

Central to experience-dependent regulation of neurogenesis is the ability of RGLs to constantly balance demands for neurogenesis and astrogenesis or RGL expansion with self-preservation through regulation of quiescence. Since interpretation of the external world is dependent on integration and convergence of physiological extracellular signals upon TFs in RGLs, enriching and adverse experiences are likely to modulate the balance between transcriptional programs that regulate RGL division modes supporting amplification or asymmetric self-renewal (Vicidomini et al., 2020). However, in contrast to our knowledge of TFs that regulate asymmetrical self-renewal of RGLs in the adult hippocampus (Mukherjee et al., 2016; Jones et al., 2015; Zhang et al., 2019; Ehm et al., 2010; Imayoshi et al., 2010), the identities of transcriptional regulators of symmetric self-renewal of RGLs have remained elusive. By combining conditional mouse genetics with in vivo clonal analysis and longitudinal two-photon imaging of RGLs, we demonstrated that Klf9 acts as a transcriptional brake on RGL activation state and expansion through inhibition of symmetric self-renewal (Figure 5).

**Figure 5.**
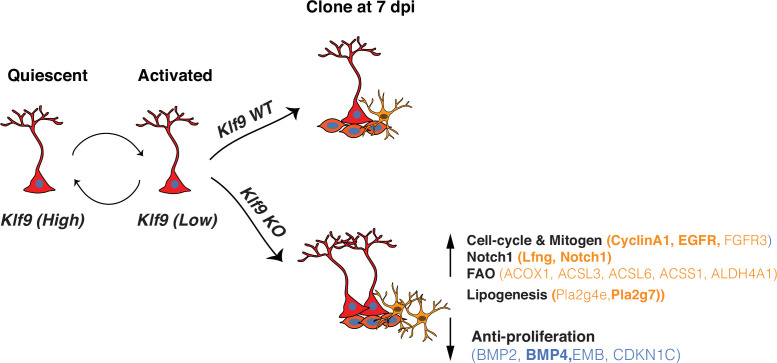
Summary schematic conveying Kruppel-like factor 9 (*Klf9*) functions in radial-glial neural stem cell (RGL) activation and self-renewal RGLs integrate extracellular, experiential signals to exit quiescence, the dominant state, and become activated. *Klf9* expression is elevated in quiescent RGLs. Low levels of *Klf9* in RGLs are associated with increased activation. Once activated, RGLs lacking *Klf9* are biased toward symmetric self-renewal and RGL expansion. Translational profiling of RGLs reveals how loss of *Klf9* results in downregulation of a program of quiescence and activation of genetic (mitogen, notch) and metabolic (fatty acid oxidation and lipid signaling) programs underlying RGL symmetric self-renewal. Candidate differentially expressed upregulated (orange) and downregulated genes (blue) in RGLs following *Klf9* deletion are shown here. Genes in bold indicate validation by qRT-PCR.

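Cdkn1c (ENSMUSG00000037664, chromosome 7 of mm9, 150644255 to 150646955) stood at 39.9, 35.2 and 85.5 CPM in Klf9 +/+ replicates 1, 2 and 3 and at 26.4, 23.2 and 40.5 CPM in Klf9 f/f replicates 1, 2 and 3. Its log2 fold change was -0.76 with a standard error of 0.15. Its adjusted p of 0.474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was the smallest of the 37 named genes followed here. From edgeR's likelihood-ratio test the adjusted p of Cdkn1c was 0.0092, and the paper's false discovery rate for it was 0.0106. Over the alternatives that refitted Cdkn1c, it ranged from -0.86 to -0.55 and missed the paper's threshold only without the batch term. The log2 difference was -0.60 within batch 1 and -1.08 within batch 2. Notch1 had a log2 fold change of 0.25 with a standard error of 0.22 and did not pass the paper's threshold. Its log2 difference was -0.046 in batch 1 and 0.88 in batch 2. Of the 21 genes that the paper's text, figures and Supplementary file 2 name as raised and that are followed here, 21 had a positive log2 fold change, from 0.25 to 1.01 with a median of 0.43, and 18 passed the threshold. Of the 15 named as lowered and followed here, Klf9 included, 15 had a negative log2 fold change, with a median of -0.77, and 12 passed it. By the quasi-likelihood test, adjusted over the 37 named genes alone, 3 of the 21 and 7 of the 15 had an adjusted p under 0.05, and over all genes tested 0 had. The paper named most of these genes for its calls on these same samples, so the adjustment over the named genes alone does not control the false discovery rate, and its counts show no stability. All Klf9 f/f samples lay on the same side of the Klf9 +/+ samples of their batch for 9 of the 21 and 9 of the 15. In batch 1, 20 of the 21 were higher in Klf9 f/f replicate 1 than in Klf9 f/f replicate 2. With the mean level of 14 astrocyte markers as a covariate, chosen after the data were seen, the median log2 fold change of the 21 genes was 0.19, against 0.25 with the choroid plexus covariate and 0.63 with the vascular and meningeal covariate. The median of the lowered genes without Klf9 was -0.84, -0.80 and -0.37 with these 3 covariates.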

That Klf9 expression is higher in nondividing RGLs than in activated RGLs is consistent with gene expression profiling of quiescent adult hippocampal RGLs (Bottes et al., 2021; Knobloch et al., 2013; Jaeger and Jessberger, personal communication) and other quiescent somatic stem cells such as satellite cells (Pallafacchina et al., 2010) and NSCs in the subventricular zone (Codega et al., 2014; Morizur et al., 2018; Renault et al., 2009). Loss of Klf9 in Gli1+ RGLs resulted in increased RGL activation. Based on our clonal analysis of RGL output and in vivo translational profiling, we think that this increased RGL activation reflects maintenance of an activated or cycling state (also discussed later) to support increased symmetric self-renewal (Encinas et al., 2011).

Our current knowledge of TFs that regulate symmetric self-renewal in the adult hippocampus can only be extrapolated from studies on hippocampal development (Noguchi et al., 2019). Clonal analysis of Gli1-targeted RGLs revealed multi-RGL containing clones with progeny. This potentially reflects competition between TFs that dictate balance between symmetric and asymmetric divisions, compensation by downstream effectors of Klf9 or constraints on RGL expansion imposed by availability of niche factors. Such compensatory mechanisms may also explain why constitutive deletion of *Klf9* does not overtly affect size of the dentate gyrus (Scobie et al., 2009).

Studies on adult hippocampal neural stem and progenitor cells have relied on assays that induce quiescence and activation in vitro (Knobloch et al., 2013), unbiased single cell profiling of neurogenesis (Shin et al., 2015; Hochgerner et al., 2018) or FACS sorting of neural stem and progenitor cells in vivo (Zhang et al., 2019). Because asymmetric self-renewal is the predominant mode of division, it is most certainly the case that the RGL activation profile inferred from these studies is biased toward asymmetric, rather than symmetric, self-renewal. In contrast, our in vivo translational profiling of long-term self-renewing Gli1+ RGL population following cell-autonomous deletion of Klf9 allowed us to infer how changes in gene expression relate to RGL symmetric division mode and create an exploratory resource for the NSC research community. While ribosomal profiling does not allow us to isolate transcripts from single RGLs, it offers other advantages such as minimizing stress response associated with cell dissociation (Machado et al., 2021). Since *Gli1Cre^ERT2^* specifically targets RGLs and astrocytes (but not progenitors) and we performed biochemical profiling at 4 days postrecombination when we first observe RGL derived progeny, our analysis largely reflects changes in the RGL population, progeny arising from first division and astrocytes. That we observe an enrichment of genes expressed exclusively in RGLs permits us to link gene expression with changes in RGL numbers driven by division mode. 

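The 14 astrocyte markers had a mean level of 9.23 ± 0.17 (SD, n = 3) log2 CPM in Klf9 +/+ and 9.53 ± 0.31 (SD, n = 3) log2 CPM in Klf9 f/f. The difference was 0.22 in batch 1 and 0.46 in batch 2, and within batch 1 the Klf9 +/+ samples differed from each other by 0.32 and the Klf9 f/f samples by 0.48. The 11 radial glia markers tested had 7.42 ± 0.25 (SD, n = 3) and 7.52 ± 0.05 (SD, n = 3) log2 CPM. The 11 granule neuron markers stood at 6.90 ± 0.08 (SD, n = 3) and 6.91 ± 0.10 (SD, n = 3) log2 CPM. Markers of other tissues were also counted. The 20 choroid plexus markers stood at 3.03 ± 2.22 (SD, n = 3) log2 CPM in Klf9 +/+ and 0.96 ± 1.59 (SD, n = 3) in Klf9 f/f. The 17 endothelial markers stood at 4.44 ± 0.65 (SD, n = 3) and 3.33 ± 0.97 (SD, n = 3) log2 CPM, and the 15 meningeal markers at 5.14 ± 0.62 (SD, n = 3) and 4.44 ± 0.61 (SD, n = 3). By camera, the astrocyte list was higher in Klf9 f/f (median log2 fold change 0.29, adjusted p = 1.1e-07) and the choroid plexus list lower (median -2.44, adjusted p = 1.82e-58), while the radial glia list did not pass (median 0.06, adjusted p = 0.0920). The choroid plexus, vascular and blood lists were written after Supplementary file 1, with the authors' results on these samples, had been read, so their tests show no stability. With the inter-gene correlation estimated from the data, the smallest adjusted p of the 18 lists was 0.238, that of choroid plexus.

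**Figure D2:**
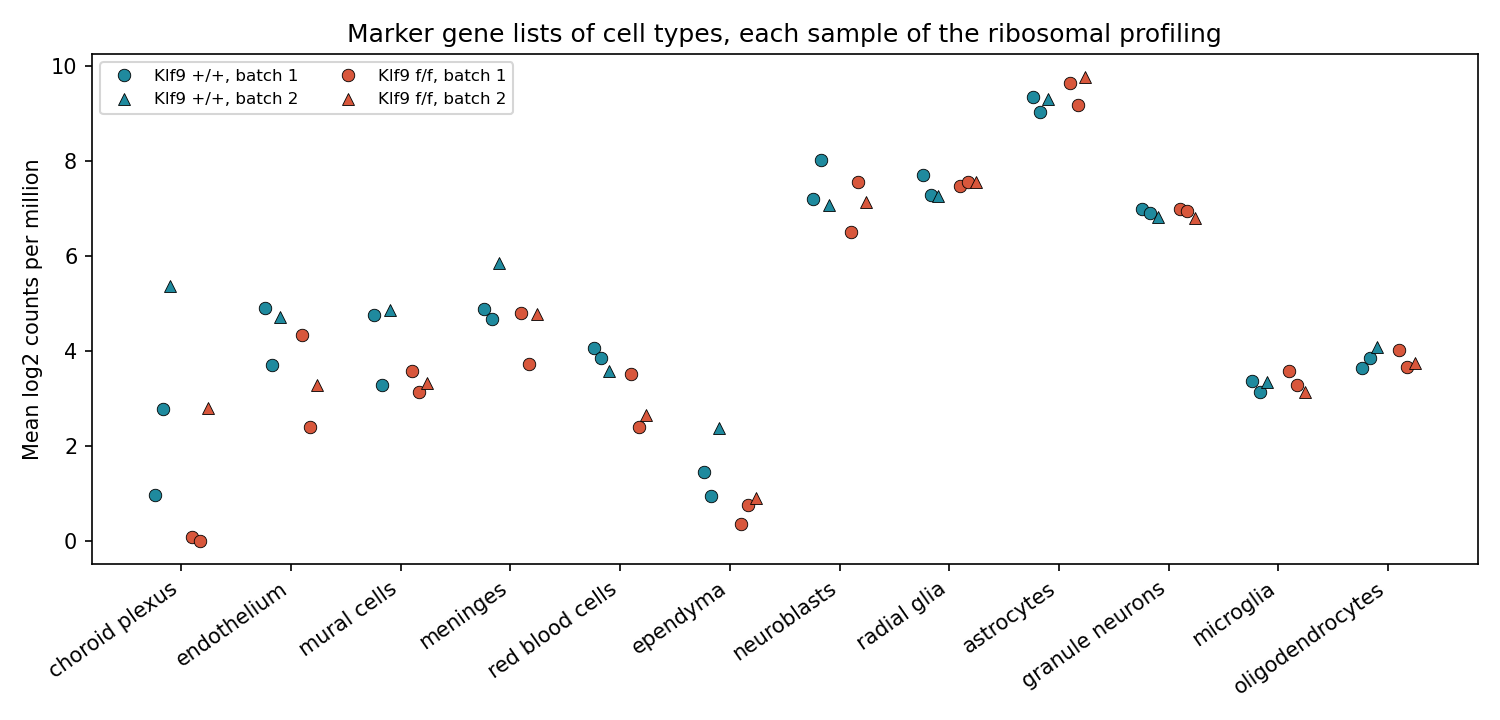
Mean log2 CPM of 12 lists of cell type markers in each of the 6 samples. Circles are batch 1 and triangles batch 2. Choroid plexus markers range from 0.96 to 5.37 log2 CPM among the Klf9 +/+ samples, and astrocyte markers from 9.17 to 9.76 log2 CPM among the Klf9 f/f samples.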

Analysis of Klf9 levels by qRT-PCR suggests greater than 50% recombination efficiency of Klf9 in targeted cell populations. Our genome-wide expression analysis suggests that Klf9 functions as an activator or repressor depending on cellular context, although repression appears to be the dominant mode of gene regulation (Knoedler et al., 2017; Ying et al., 2014). 

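Of the genes that passed the paper's threshold, 42.2% were higher and the rest lower in Klf9 f/f. With each sample left out in turn, more genes were up than down without Klf9 f/f replicate 2 (493 and 274) and without Klf9 +/+ replicate 1 (339 and 309), and fewer in the other 4 fits. Counted without a test, all Klf9 f/f samples lay above the Klf9 +/+ samples of their batch for 7.78% of the genes tested and below them for 5.53%, where chance gives 8.33% in each direction.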

Validation of specific DEGs in biochemically isolated transcripts from RGLs suggests that Klf9 may activate BMP4 expression in RGLs to suppress activation in vivo (Mira et al., 2010). Additionally, Klf9 suppresses RGL proliferation through repression of mitogen signaling receptor tyrosine kinases (EGFR), lipidogenesis (Pla2g7), and cell cycle (CyclinA1). Pla2g7, interestingly, is expressed only in RGLs and astrocytes in the DG (Shin et al., 2015; Hochgerner et al., 2018) and as such may represent a novel marker of activated RGLs. Given the dual roles of Notch signaling in regulation of active and quiescent RGLs (Sueda and Kageyama, 2020), we validated that Lfng is significantly upregulated in RGLs lacking Klf9. Lfng is exclusively expressed in RGLs, promotes Notch1 signaling through glycosylation of Notch1 and generation of NICD following ligand binding, and dictates RGL activation in a ligand-dependent manner (Semerci et al., 2017). Genetic overexpression of Lfng in T-cell progenitors sustained Notch1-mediated self-renewal and clonal expansion at expense of differentiation (Yuan et al., 2011). Consistent with Lfng upregulation in RGLs, we observed elevated levels of NICD in Gli1+ RGLs lacking Klf9 indicative of enhanced Notch1 signaling.

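The 22 genes of fatty acid oxidation, taken as a list set before the counts were seen, had a median log2 fold change of 0.16, and 21 of 22 were higher in Klf9 f/f. Their mean level was 6.55 ± 0.07 (SD, n = 3) log2 CPM in Klf9 +/+ and 6.72 ± 0.10 (SD, n = 3) log2 CPM in Klf9 f/f, with a difference of 0.16 in batch 1 and 0.20 in batch 2. The list had an adjusted p of 6.62e-06 from camera at an inter-gene correlation of 0.01, and 2 of its genes passed the paper's threshold alone. With the inter-gene correlation estimated from the data the adjusted p was 0.244, and with fry of limma, which tests a list on its own, it was 0.413. Cpt1a had a log2 fold change of 0.24 with a standard error of 0.18 and did not pass the threshold. With a sample left out, Cpt1a ranged from 0.011 without Klf9 f/f replicate 1 to 0.42 without Klf9 f/f replicate 2. Cpt1a passed the threshold in the latter fit and with the vascular and meningeal covariate. The 12 lipogenesis genes had a median of 0.18 (adjusted p = 0.0912 from camera). With the astrocyte marker level as a covariate, chosen after the data were seen, the median of the fatty acid oxidation list was 0.058 and the log2 fold change of Cpt1a -0.075. They were 0.10 and 0.28 with the choroid plexus covariate, and 0.29 and 0.51 with the vascular and meningeal covariate.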

Bioinformatics analysis of our data identified enhanced fatty acid β-oxidation (FAO), a substrate for energy production and lipogenesis as a metabolic program recruited to sustain RGL expansion (Figure 5). In fact, lineage tracing studies on embryonic neocortical NSCs have demonstrated a role for FAO in maintenance of NSC identity and proliferation (Namba et al., 2021). Specifically, inhibition of Tmlhe (a carnitine biosynthesis enzyme) and carnitine-dependent long-chain FAO (carnitine palmitoyltransferase I, CPT1, which catalyzes the rate-limiting reaction in this process) resulted in a marked increase in symmetric differentiating divisions at expense of both symmetric and asymmetric self-renewal of NSCs (Xie et al., 2016). Inhibition of FAO prevented hematopoietic stem cell maintenance and promoted symmetric differentiating divisions of hematopoietic stem cells (Ito et al., 2012). High levels of FAO are directly linked to intestinal stemness (Mana et al., 2021) and persistence of proliferative capacity across cancers (Oren et al., 2021). In sharp contrast to these findings, it has been suggested that high levels of FAO are important for maintaining RGL quiescence. Specifically, deletion of Cpt1a (and inhibition of FAO) in adult hippocampal NSC and progenitors impaired expansion and reduced numbers of RGLs. However, it could not be determined if this was due to death and/or inhibition of symmetric self-renewal of RGLs (Knobloch et al., 2017). Based on our data, we propose that NSCs, like other somatic stem cells and progenitors, require high levels of FAO for symmetric self-renewal or expansion.

How does Klf9 function as a brake on RGL symmetric self-renewal? We propose that Klf9 corepresses a suite of genes associated with maintenance of RGLs in symmetric division mode. Pioneering studies have implicated Notch signaling in sustaining symmetric divisions of neuroepithelial cells (Egger et al., 2010), expansion of putative NSCs and progenitors (Androutsellis-Theotokis et al., 2006) and maintenance of radial glial cell like identity through inhibition of differentiation and cell-cycle exit (Gaiano et al., 2000; Yoon et al., 2008). Importantly, genetic gain-of-function of Notch1 signaling in RGLs in the adult DG maintains RGLs at the expense of hippocampal neurogenesis (Breunig et al., 2007). Klf9 may also directly suppress a proneurogenic program in RGLs (e.g., NeuroD4, downregulated DEG, Supplementary file 3; Masserdotti et al., 2015) or indirectly via competitive interactions with TFs that regulate RGL asymmetric self-renewal. 

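Neurod4 (ENSMUSG00000048015, chromosome 10 of mm9, 129705209 to 129717296) stood at 52.4, 82.1 and 58.3 CPM in Klf9 +/+ replicates 1, 2 and 3 and at 30.3, 52.0 and 42.8 CPM in Klf9 f/f replicates 1, 2 and 3. Its log2 fold change was -0.62 with a standard error of 0.23, and its log2 difference was -0.72 in batch 1 and -0.44 in batch 2. It was at -0.021 with the choroid plexus covariate, at -1.22 with the vascular and meningeal covariate, and at -0.20 with the astrocyte covariate, chosen after the data were seen. The 9 neuroblast markers had mean levels of 7.43 ± 0.51 (SD, n = 3) log2 CPM in Klf9 +/+ and 7.07 ± 0.52 (SD, n = 3) log2 CPM in Klf9 f/f. Their median log2 fold change was -0.35 (adjusted p = 0.0176 from camera), with 8 of 9 lower in Klf9 f/f, but their mean differed by -0.58 in batch 1 and 0.079 in batch 2. With Klf9 f/f replicate 1 left out, the neuroblast list changed direction.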

Taken together, loss of Klf9 in RGLs drives expansion through enhanced mitogen and cell-cycle signaling (Berdugo-Vega et al., 2020), prevention of RGL differentiation, and elevation of lipogenic and FAO metabolic programs (Figure 5).

Our findings stimulate discussion on how experiential signals regulate RGL activation and expansion. To date, GABA(A) R signaling and PTEN signaling (by inhibiting PI3K–Akt pathway) have been shown to promote quiescence and suppress RGL amplifying divisions (Bonaguidi et al., 2011; Song et al., 2012). It is plausible that Klf9 participates in these signaling pathways as a downstream actuator. *Klf9* expression is reduced in NSCs lacking FoxO3 (Renault et al., 2009). Thus, Akt-dependent regulation of NSC activation through inactivation of FoxO3 (Urbán et al., 2019) may require *Klf9* downregulation. Since some of the identified Klf9 target genes are also regulated by other TFs (e.g., inhibition of EGFR and cyclinA1 by Notch2 [Zhang et al., 2019], activation of Pla2g7 by FoxO3 [Renault et al., 2009]), we infer that these factors do not compensate each other, but instead, confer flexible integration of diverse physiological signals in RGLs to regulate activation. Inhibition of pulsatile glucocorticoid receptor signaling has also been shown to promote RGL quiescence (Schouten et al., 2020). Because Klf9 expression is regulated by steroid hormone signaling and neural activity (Scobie et al., 2009; Datson et al., 2011; Besnard et al., 2018) and Klf9 represses gene expression through recruitment of a mSin3A corepressor complex (Zhang et al., 2001), Klf9 may support an epigenetic mechanism for reversible, experiential regulation of NSC decision making.

Our genome-wide dataset serves as a general exploratory community resource in several ways. First, it catalyzes further enquiry into mechanisms underlying NSC quiescence and expansion. By way of example, candidate genes such as the cell adhesion molecule Embigin (downregulated DEG) regulates quiescence of hematopoietic stem/progenitor cells (Silberstein et al., 2016) whereas the alpha7 nicotinic receptor (upregulated DEG), ChrnA7, has been shown to be required for maintaining RGL numbers (Otto and Yakel, 2019). Second, numerous genes identified in our blueprint are implicated in driving tumorigenesis and as such may guide differentiation-based strategies to block tumor proliferation (Carracedo et al., 2013). Third, our work motivates assessment of how Klf9 may link extracellular, physiological signals with genetic and metabolic programs in RGLs. Fourth, our findings may guide investigation of functional significance of Klf9 enrichment in other quiescent neural (SVZ) (Codega et al., 2014; Morizur et al., 2018; Renault et al., 2009) and somatic stem cell populations (Pallafacchina et al., 2010).

Our study enables a more holistic assessment of how competing transcriptional programs in RGLs mediate decision making by including regulators of symmetric and asymmetric self-renewal. A deeper understanding of Klf9-dependent regulation of RGL homeostasis may guide genetic and metabolic strategies to replenish the RGL reservoir and restore neurogenesis following injury or expand the NSC pool in anticipation of future neurogenic demands to support hippocampal-dependent memory processing and emotional regulation (Anacker and Hen, 2017; Miller and Sahay, 2019; McAvoy et al., 2016).

## Materials and methods

Animals were handled and experiments were conducted in accordance with procedures approved by the Institutional Animal Care and Use Committee at the Massachusetts General Hospital and Albert Einstein College of Medicine in accordance with NIH guidelines. Mice were housed three to four per cage in a 12 hr (7:00 a.m. to 7:00 p.m.) light/dark colony room at 22–24°C with ad libitum access to food and water.

### Mouse lines

The following mouse lines were obtained from Jackson Labs: *Klf9-lacZ* knock-in (Stock No. 012909), *Gli1^CreERT2^* (Stock No. 007913), Ai14 (Stock No. 007908), mT/mG (Stock No. 007676), B6N.129-*Rpl22^tm1.1Psam^*/J (RiboTag) (Stock No. 011029), and *POMC*-Cre (Stock No. 010714). *Sox1tTA* transgenic mice (Venere et al., 2012) were obtained from Dr. Robert Blelloch (University of California, San Fransisco). *Klf9^LacZ/LacZ^* mice were obtained from Dr. Yoshiaki Fujii-Kuriyama (University of Tsukuba and is also available from Jackson Labs, Stock No. 012909). tetO Kf9/Klf9 knockin mice were generated by us previously (McAvoy et al., 2016). Nestin GFP mice (Mignone et al., 2004) were obtained from Dr. David Scadden at MGH.

*Klf9* conditional knockout mice were generated through homologous gene targeting using C57BL/6 ES cells by Cyagen. F0s were bred with C57BL/6J mice to generate F1s with germline transmission and mice were backcrossed with C57BL/6J mice for 5+ generations. A set of primers (forward: GGTAGTCAAATGGCGCAGCTTTT; reverse: CCATCCATTCCTTCATCAGTCTCC) was used to genotype *Klf9^+/+ or f/f^* mice to amplify 363 bp mutant band and 240 bp wildtype band. *Gli1^CreERT2^:Klf9^+/+ or f/f^* Ai14 and *Gli1^CreERT2^:Klf9^+/+ or f/f^*:mT/mG+/−, were generated by crossing *Gli1^CreERT2^* mice with mT/mG or Ai14 and *Klf9^+/+ or f/f^* mice in a C57BL/6J background.

### BrdU administration

For analysis of cell proliferation in dentate gyrus, mice were injected with BrdU (200 mg/kg body weight, i.p.) and sampled 2 hr later. For analysis of long-term retaining cells in dentate gyrus, mice were given daily injection of BrdU (25 mg/kg body weight, i.p.) for 14 days and sampled 24 hr after the last injection.

### Tamoxifen administration

Tamoxifen (20 mg/ml, Sigma, T5648) was freshly prepared in a 10% ethanol of corn oil (Sigma C8267). For population analysis, a dose of 150 or 250 mg/kg was intraperitoneally injected into 8-week-old male and female mice (Figure 1F). For clonal analysis, a dose of 50 and 100 mg/kg were used in reporter lines of Ai14 and mT/mG, respectively (Figure 2A, E). Mice were sampled 7 or 28 days post-tamoxifen injection. For two-photon imaging (Figure 3A), one dose of 150 mg/kg tamoxifen was given 2 days prior to in vivo imaging. For ribosomal profiling, a dose of 250 mg/kg body weight was intraperitoneally injected into 2–3 months mice every 12 hr for three times. Mice were sampled 4 days after the last injection (Figure 4A).

### Tissue processing and immunostaining

35 μm cryosections obtained from perfused tissue were stored in phosphate-buffered saline (PBS) with 0.01% sodium azide at 4°C. For immunostaining, floating sections were washed in PBS, blocked in PBS containing 0.3% Triton X-100% and 10% normal donkey serum and incubated with primary antibody overnight at 4°C overnight (Rockland, rabbit anti RFP, 1:500; Millipore, chicken anti-GFAP, 1:2000; goat anti-GFP, Novus, 1:500; Santa Cruz, sc-8066, Goat anti-DCX, 1:500). The Mcm2 (BD Biosciences, mouse anti-Mcm2; 1:500), GFP (Abcam, Chicken anti-GFP, 1:2000), LacZ (Promega, Mouse anti-beta Galactosidase, 1:2000), and Nestin (Aves lab, chicken anti-Nestin, 1:400) antigens were retrieved by incubating brain sections in citric buffer in pressure cooker (Aprum, 2100 retriever) for 20 min, followed by 60 min cooling to room temperature. BrdU antigen was retrieved by incubating brain sections in 2 N HCl for 30 min at 37°C following 15 min fixation in 4% paraformaldehyde (PFA on previously processed fluorescent signal). On the next day, sections were rinsed three times for 10 min in PBS and incubated for 90 min with fluorescent-label-coupled secondary antibody (Jackson ImmunoResearch, 1:500). Sections were rinsed three times for 10 min each in PBS before mounting onto glass slides (if applicable) and coverslipped with mounting media containing DAPI (Fluoromount with DAPI, Southern Biotech). NICD (rabbit anti-cleaved Notch1, Assay Biotech Cat# L0119 RRID:AB_10687460 at 1:100) immunostaining was performed as described (Semerci et al., 2017).

### *Klf9* ISH

We used a transgenic mouse line that expresses GFP under the control of the Nestin promoter to label the cell bodies (Mignone et al., 2004). Mice were sacrificed 2 hr after a single BrdU injection (200 mg/kg). *Klf9* expression was detected by florescent in situ hybridization (FISH) using a *Klf9* antisense probe complementary to exon 1 (530–1035 bp) of *Klf9* mRNA. Briefly, ISH was performed using dioxygenin-labeled riboprobes on 35 μm cryosections generated from perfused tissue as described (McAvoy et al., 2016). Premixed RNA labeling nucleotide mixes containing digoxigenin-labeled UTP (Roche Molecular Biochemicals) were used to generate RNA riboprobes. *Klf9* null mice were used as a negative control and to validate riboprobe specificity. Riboprobes were purified on G-50 Microspin columns (GE Healthcare). Probe concentration was confirmed by Nanodrop prior to the addition of formamide. Sections were mounted on charged glass (Superfrost Plus) slides and postfixed for in 4% PFA. Sections were then washed in DEPC-treated PBS, treated with proteinase K (40 μg/ml final), washed again in DEPC-treated PBS, and then acetylated. Following prehybridization, sections were incubated with riboprobe overnight at 60°C, washed in decreasing concentrations of SSC buffer, and immunological detection was carried out with anti-DIG peroxidase antibody (Roche) at 4°C overnight and were visualized using Cy3-conjugated Tyramide Signal Amplification system (Perkin-Elmer) at room temperature. ISH was followed by immunostaining for GFP (Goat anti-GFP, Novus, 1:500) and BrdU (Rat anti-BrdU, Biorad, 1:500) incubated at 4°C overnight and followed by incubation of 488- and Cy5-conjugated secondary antibodies (Jackson ImmunoResearch, 1:500) for 2 hr at room temperature. *Klf9* ISH was performed on *POMC*-Cre:*Klf9*^+/+ and f/f^ mice using *Klf9* exon1 probe to validate the Klf9 conditional knockout mice. Immunological detection was carried out with anti-DIG antibody conjugated with alkaline phosphatase (Roche). Color reaction was conducted with NBT/BCIP. *Klf9* null mice were used as a negative control.

Estimation of *Klf9* recombination frequency in Gli1-positive tdTomato-labeled RGLs. *Gli1^CreERT2^:Klf9*^+/+^:Ai14 and *Gli1^CreERT2^:Klf9*^f/f^:Ai14 mice were given one dose of tamoxifen (150 mg/kg) IP and were then perfused with DPEC-treated PBS and fixed with 4% PFA. 35 μm cryosections sections were mounted on the same slides. After hybridization with *Klf9* riboprobe, slides were washed and blocked with NEN buffer for 1 hr at RT. The following antibodies were used for immunostaining: anti-DIG peroxidase antibody (mouse, 1/8000, Roche); anti-RFP (rabbit, 1/500, Rockland). Slides were washed and coverslipped with mounting medium (Southern biotech). *Klf9* fluorescence intensity within the cell body was recorded.

### Images acquisition and analysis

Images were obtained from one set of brain sections (six sets generated for each brain) for each immunostaining experiment (set of antigens). Stained sections were imaged at ×20 or ×40 on a Nikon A1R Si confocal laser, a TiE inverted research microscope or a Leica SP8 confocal microscope. All of analysis were performed by an experimenter blind to group identity.

LacZ intensity quantification. We used mice carrying a LacZ allele knocked into the endogenous *Klf9* allele (*Klf9^LacZ/LacZ or LacZ/+^* mice) (Scobie et al., 2009). *Klf9^Lac/LacZ or LacZ/+^* mice were crossed with Nestin GFP mice to generate *Klf9^LacZ//+^*;Nestin GFP mice. These mice were used to quantify *LacZ* expression levels in quiescent RGLs (GFP+ MCM2 with radial process), activated RGLs (GFP+ MCM2+ with radial process), and neural progenitor cells (NPCs; (GFP+ MCM2+ without radial processes)). The distinction between RGLs and NPCs was determined through morphological analysis. Images (1024 resolution) were acquired as 7 Z-stacks with a step size of 1 μm. Two to four stacks of images from each mouse were selected for further quantification. Since the *LacZ* gene had been knocked into the endogenous *Klf*9 locus, mean intensity of *Lac*Z expression, assessed by fluorescent signal with LacZ immunostaining using ImageJ software in each GFP+ cell body, was used as a surrogate for *Klf9* expression in *Klf9^LacZ/+^* mice. Mean background intensity was obtained from *LacZ* negative regions being divided from the calculations in the same section.

*Klf9* FISH signal quantification. Images (2048 resolution) were acquired by a Leica SP8 confocal microscope as 30 Z-stacks with a step size of 0.5 μm. Representative images were generated by exporting stacked confocal images at full resolution for three-dimensional visualization using Imaris. The distinction between NPCs and NSCs was determined through morphological analysis with GFP staining. Activated RGLs were differentiated from quiescent RGLs through BrdU antibody staining (cell proliferation markers). Analysis and quantification of *Klf9* signal intensity in each GFP+ cell body were conducted using automatic counting with ImageJ software. Images were converted into 1-bit images. Then *Klf9* puncta were counted within GFP+ cell body boundaries through particle analysis allowing for number and average size of puncta to be recorded. Klf9 null mice crossed with Nestin GFP mice were used as a negative control.

### Clonal lineage analysis

Clonal analysis was conducted with sparse labeling after optimizing dose of tamoxifen as previously described (Bonaguidi et al., 2011). Ai14 and mTmG reporter mice were used to visualize the recombined cells. Serial coronal sections were generated and immunostained for GFAP, RFP, or GFP antigens. Images acquisition and analysis were restricted to entire dentate gyri ~2000 μm along the dorsal–ventral axis. RGLs were classified as cells that were located in the subgranular zone, had radial projections that extended into the granule cell layer, and were colabeled with GFAP and RFP or GFP. Cells with GFAP labeling without radial processes but exhibiting a bushy morphology were identified as astrocytes. Recombined GFP+ or RFP+ cells without GFAP labeling in close spatial proximity to other cells were identified as neuronal progeny cells. A ring with a radius of 50 μm from the center of the RGL was used to determine the clone composition. A single cell (astrocyte or neuron) was not counted as a clone. Images (1024 resolution) were acquired using a Leica SP8 confocal microscope as 20–25 Z-stacks with a step size of 1.5 μm. Mice with less than two clones per hemisection on average were determined as standard for sparse labeling and were selected for clonal analysis. Except for the single RGL clone category, all the labeled cells within one clone were in close spatial proximity to each other. Clones were categorized according to the presence or absence of an RGL and the type of progeny. For imaris image analysis, Z-series confocal images were processed for all the channels. The intensity of each channel was adjusted and representative images were used to generate a TIFF file by taking a ‘screen snapshot’.

### Two-photon imaging of Gli1+ *Klf9^+/+ or f/f^* RGLs division modes in vivo

Twelve- to sixteen-week-old *Gli1^CreERT2^:Klf9^+/+ or f/f^*:Ai14 mice were used for intravital 2P imaging of RGLs.

Window implantation: We followed an established protocol to implant a cranial window over the right hemisphere of the dorsal hippocampus (Pilz et al., 2018). Briefly, we drilled a ~3-mm wide craniotomy, removed the underlying dura mater and aspirated the cortex and corpus callosum. A 3-mm diameter, 1.3-mm deep titanium implant, with a glass sealed to the bottom was then placed above the hippocampus. The implant and a titanium bar (29 × 3.8 × 1.3 mm) were held in place with dental cement. A titanium bar was used in order to secure the animal to the microscope stage. Mice were given a single dose of dexamethasone (1 mg/kg, i.p.) before surgery to reduce brain swelling, and carprofen (5 mg/kg, i.p.) for inflammation and analgesic relief after surgery completion. Implanted animals were given 2 weeks to recover from surgery and allow any inflammation to subside.

Two-photon imaging of aRGL divisions: In vivo imaging was done on a custom two-photon laser scanning microscope (based on Thorlabs Bergamo) using a femtosecond-pulsed laser (Coherent Fidelity 2, 1075 nm) and a ×16 water immersion objective (0.8 NA, Nikon). We imaged mice under isoflurane anesthesia (~1% isoflurane in O_2_, vol/vol) and head-fixed to the microscope stage via a titanium bar implant while resting on a 37°C electrical heating pad (RWD ThermoStar). Expression of the tdTomato fluorescent label in Gli1+ RGLs was induced with a single injection of Tamoxifen (150 µl/mg) 2 weeks after window implantation. Imaging began 2 days after tamoxifen injection (2 dpi) and continued every day until 6 dpi in order to locate sparse labeled RGLs. Afterwards, mice were imaged every 3 days, whenever possible and were imaged up to 60 days. Using a coordinate system, we marked locations of RGLs for recurrent imaging of the same cell. At each time point, we acquired a three-dimensional image stack of each field of view containing tdTomato-expressing cells and annotated their location so that the same cell could be imaged again in the following session.

Cell division classification: Cell divisions were analyzed by two different experimenters blinded to genotype. We first compiled all Z-stacks into a single sum-projected image for each time point, and then we used FIJI-ImageJ to analyze the images. Only the first recorded cell division for a given clone was included in the analysis. We defined RGL symmetric division as a new RGL generated from the mother RGL, characterized by the development of a stable radial process and static behavior of cell bodies for at least 6 days after birth. We defined asymmetric division as new NPCs generated from the mother RGL that exhibited shorter and less stable processes. These NPCs often began to migrate away within one to two imaging sessions (3–6 days).

### Ribotag isolation of mRNAs from Gli1+ RGLs

We used *Gli1^CreERT2^:Rpl22HA*^f/+^:*Klf9*^f/f or +/+^ mice which enables expression of HA-tagged ribosomal protein RPL22 (RPL22–HA) following Cre recombination in Gli1+ *Klf9*^/f or +/+^ RGLs. RiboTag immunoprecipitation and RNA extraction were performed 4 days after last TAM injection following the original protocol with minor modifications (Sanz et al., 2009). Six dentate gyri from three mice were pooled per sample and homogenized with a dounce homogenizer in 900 µl cycloheximide-supplemented homogenization buffer. Homogenates were centrifuged and the supernatant incubated on a rotator at 4°C for 4 hr with 9 µl anti-HA antibody (CST Rb anti-HA #3724, 1:100) to bind the HA-tagged ribosomes. Magnetic IgG beads (Thermo Scientific Pierce #88847) were conjugated to the antibody–ribosome complex via overnight incubation on a rotator at 4°C. RNA was isolated by RNeasy Plus Micro kit (Qiagen 74034) following the manufacturer’s protocol. Eluted RNA was stored at −80°C. For enrichment analysis, 45 µl of homogenate (pre- anti-HA immunoprecipitation) was set aside after centrifugation, kept at −20°C overnight, and purified via RNeasy Micro kit as an ‘input’ sample, and used to determine NSC enrichment. RNA quantity and quality were measured with a Tape Station (Agilent) and Qubit fluorimeter (Thermo Fisher Scientific). Sequencing libraries were prepared using Ultra Low Input RNA Kit (Clontech).

### RNA-seq analysis

NGS libraries were constructed from total RNA using Clontech SMARTer v4 kit (Takara), followed by sequencing on an Illumina HiSeq 2500 instrument, resulting in 20–30 million 50 bp reads per sample. The STAR aligner (Dobin et al., 2013) was used to map sequencing reads to transcriptome in the mouse mm9 reference genome. Read counts for individual genes were produced using the unstranded count function in HTSeq v.0.6.0 (Anders et al., 2015), followed by the estimation of expression values and detection of differentially expressed transcripts using EdgeR (Robinson et al., 2010) and including only the genes with count per million reads >1 for one or more samples (Anders et al., 2013). DEGs were defined by at least 1.2-fold change with p < 0.05. NCBI GEO accession number GSE164889.

qRT-PCR mRNA was biochemically pooled and isolated as described above for ribosomal profiling. The first-stranded complementary DNA was generated by reverse transcription with SuperScript IV first-strand synthesis system (Thermo Fisher Scientific). For quantification of mRNA levels, aliquoted cDNA was amplified with specific primers and PowerUp SYBR Master Mix (BioRad) by CFX384 Touch Real-Time PCR detection system (BioRad). Primers were optimized and designed to hybridize with different exons. Primers are listed here (name and sequence 5′ → 3′ are indicated).

- pla2g7 F: TCAAACTGCAGGCGCTTTTC, pla2g7 R: AGTACAAACGCACGAAGACG
- Egfr F: GCCATCTGGGCCAAAGATACC, Egfr: GTCTTCGCATGAATAGGCCAAT
- Lfng F: AAGATGGCTGTGGAGTATGACC, Lfng R: TCACTTTGTGCTCGCTGATC
- Ccn1a F: GATACCTGCTCGGGGAAAGAG, Ccn1a R: GCATTGGGGAAACTGTGTTGA
- Klf9 F: AAACACGCCTCCGAAAAGAG, Klf9 R: AACTGCTTTTCCCCAGTGTG
- Bmp4 F: GACCAGGTTCATTGCAGCTTTC, Bmp4 R: AAACGACCATCAGCATTCGG
- Actb F: CATTGCTGACAGGATGCAGAAGG, Actb R: TGCTGGAAGGTGGACAGTGAGG

### Statistical analysis

Statistical analysis was carried out using GraphPad Prism software. Both data collection and quantification were performed in a blinded manner. Data in figure panels reflect several independent experiments performed on different days. An estimate of variation within each group of data is indicated using standard error of the mean. Comparison of two groups was performed using two-tailed Student’s unpaired *t*-test unless otherwise specified. Comparison of one group across time was performed using a one-way ANOVA with repeated measure. Comparison of two groups across treatment condition or time was performed using a two-way repeated measure ANOVA and main effects or interactions were followed by Bonferroni post hoc analysis. In the text and figure legends, ‘*n*’ indicates number of mice per group. Detailed statistical analyses can be found in Supplementary file 4. For statistical analysis of DEGs, please see RNA-seq analysis section for details.

Two-photon imaging: In order to compare differences in the modes of RGL division between the two genotypes, we used the R statistical analysis software to fit a generalized linear mixed effects model to the division numbers across different mice, using genotype as a fixed effect, and including animal identity as a random effect in order to account for differences between individual animals [DivisionType ~ Genotype + (1|MouseIdentity)]. p values were calculated with a likelihood-ratio test comparing our model to a null model with no genotype information and identical random effects [DivisionType ~ 1 + (1|MouseIdentity)].

**Table:** 

Antibodies	Source	Identifier
Rat anti-BrdU	BioRad	Cat# MCA2483T, RRID:AB_1055584
Rabbit anti-GFAP	Millipore	Cat# AB5804, RRID:AB_2109645
Chicken anti-Nestin	Aves lab	Cat# NES, RRID:AB_2314882
Rabbit anti-RFP	Rockland	Cat# 600-401-379, RRID:AB_2209751
Chicken anti-GFAP	Millipore	Cat# AB5541, RRID:AB_177521
Goat anti-GFP	Novus	NB100-1770, RRID:AB_10128178
Goat anti-DCX	Santa Cruz Biotechnology	Cat# sc-8066, RRID:AB_2088494
Mouse anti-beta galactosidase	Promega	Cat# Z3781, RRID:AB_430877
Chicken anti-GFP	Abcam	Cat# ab13970, RRID:AB_300798
Mouse anti-Mcm2	BD Biosciences	Cat# 610700, RRID:AB_2141952
NICD, rabbit anticleaved Notch1	Assay Biotech	Cat# L0119, RRID:AB_10687460
Rabbit anti-HA	Cell Signaling	Cat# 3724, RRID:AB_1549585
Anti-digoxigenin Fab fragments Antibody, POD conjugated	Roche	Cat# 11207733910, RRID:AB_514500
Anti-digoxigenin Fab fragments Antibody, AP conjugated	Roche	Cat# 11093274910, RRID:AB_514497
Alexa Fluor 488-, Cy3-, or Cy5-conjugated donkey secondary	Jackson ImmunoResearch	N/A
Goat anti-RFP	Sicgen	Cat# AB1140-100, RRID:AB_2877097

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE164889. The following dataset was generated: GuoN SahayA 2021Transcriptional regulation of neural stem cell expansion in adult hippocampusNCBI Gene Expression OmnibusGSE16488910.7554/eLife.72195PMC882073334982030

How the deposited data were processed for this re-analysis (not part of the article)

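Ribosome-bound mRNA was profiled in 3 samples from Klf9 +/+ mice and 3 from Klf9 f/f mice, each a pool of 6 dentate gyri from 3 mice. By the paper's methods, the authors mapped the reads with STAR to the mouse mm9 genome, counted them per gene with HTSeq without regard to strand, and deposited the whole-number counts without normalization. The counts and 5 summary lines of HTSeq were read as deposited, and the summary lines were left out of every test. Of 37620 genes, 415 had no name in the GENCODE M1 annotation and kept their identifiers. Alignment and counting were not repeated.

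Counts on genes ranged from 21594714 to 66343759 per sample. The samples were grouped by the genotype their labels give. The batch was read from the library names, with 2 batches that each hold both genotypes. Batch 2 holds a single sample of each genotype, so no spread can be estimated within it. The labels pair no samples.

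Genes above 1 CPM, before TMM scaling, in at least 1 sample were kept, which left 15056. Counts were normalized by TMM and tested with glmQLFit and glmQLFTest of edgeR 4.0.16 under R 4.3.3, with the batch as a term. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Genes were called at 1.2-fold and an unadjusted p under 0.05, after the paper's methods, and separately at a Benjamini-Hochberg adjusted p under 0.05. Log2 CPM used a prior count of 2. Lists of marker and pathway genes with at least 3 genes tested were compared with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The lists were written from general knowledge before the counts were examined, and the choroid plexus, vascular, blood and Y-linked lists after Supplementary file 1 had been read.

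The genes named are those the paper names for this experiment, apart from 3 that are not reported here and enter no summary of the named genes, the members of a reported list, and up to 5 genes in each direction with an adjusted p under 0.05 whose samples separate within each batch, of which there were 0. Any other gene is named as chosen after its values were seen. Alternatives were a fit without the batch term, the likelihood-ratio test, DESeq2 1.42.0, upper-quartile normalization, other filters, each sample left out in turn, batch 1 alone, a test against a 1.2-fold change, and covariates for Y-linked, choroid plexus, and vascular and meningeal levels. A covariate for astrocyte markers and principal components over the called genes were added after the data were seen.

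The tests were first run on simulated data drawn from the real means and library sizes. With 200 genes changed by 1 on the log2 scale among 14840, the quasi-likelihood test recovered 58.9% at an adjusted p under 0.05 and 91.9% at the paper's threshold. The genes the paper names as raised had a median log2 fold change of 0.43, and recovery at such a size was not measured. Counts were drawn for each gene on its own, without correlation between genes. With 0 genes changed among 14846, 676 passed the paper's threshold and 2 had an adjusted p under 0.05. Gene ontology enrichment was not repeated, and the qRT-PCR, imaging and clonal experiments were not analysed here. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.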

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

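The tests of uneven cell composition and of the sex of the mice were chosen after the results were seen, and the test of GC content and length before. Both results below concern lists of genes that the paper does not analyse.

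The astrocyte marker list was higher in Klf9 f/f than in Klf9 +/+, with a median log2 fold change of 0.29 and 14 of 14 genes higher. The log2 fold changes of all genes had a weak trend with GC content and length (Spearman's rho across genes, which are not independent replicates, of 0.0980 and 0.0983), and removing it left 0.28. A bias of these genes beyond that trend was not tested. In batch 1, the Klf9 f/f samples differed from each other by 0.48 log2 CPM, 2.16 times the difference between the genotypes, and the Klf9 +/+ samples by 0.32, which is consistent with pools that vary in their share of astrocyte RNA. Over the alternatives run, the adjusted p of the list from limma's tests ranged from 8.52e-13 to 0.413, with 0.286 when the inter-gene correlation was estimated from the data. An effect of the genotype cannot be told apart from uneven composition.

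The Y-linked list (Ddx3y, Uty, Eif2s3y and Kdm5d), written after Supplementary file 1 had been read, was higher in Klf9 f/f, with a median log2 fold change of 1.45 and 4 of 4 genes higher. The summed level was 20.9, 59.4 and 0.0653 CPM in Klf9 +/+ replicates 1, 2 and 3 and 161.6, 60.8 and 0.0445 CPM in Klf9 f/f replicates 1, 2 and 3. Xist, transcribed from the inactive X chromosome of females, stood at 61.3, 21.7 and 92.6 CPM in Klf9 +/+ and at 0, 20.8 and 53.5 CPM in Klf9 f/f. The sample with the most Y-linked transcript thus had an Xist level of 0, which is consistent with an uneven share of male mice in the pools. By the same measure, Klf9 f/f replicate 1 may hold male mice alone and the samples of batch 2 female mice alone. With the Y-linked level as a covariate, 172 genes were called up, of which 87 were shared with the 274 called without it. No biological explanation of the Y-linked difference was tested.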

How the results depend on the processing

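The astrocyte covariate and the principal components over the called genes were chosen after the data were seen, and the other choices were set before the data were examined. The choroid plexus, vascular and Y-linked lists behind 3 of the covariates were written after Supplementary file 1, with the authors' results on these samples, had been read. The cause of a change was not tested. The choroid plexus level separated the genotypes within each batch, so with that covariate a lost call can come from lost precision. The 274 genes up and 376 down at the paper's threshold became 50 and 163 without the batch term, 513 and 926 with no filter beyond 1 count, 163 and 202 in batch 1 alone, 757 and 775 with the vascular and meningeal covariate, and 128 and 636 with the astrocyte covariate. The Y-linked covariate gave 172 up, the choroid plexus covariate 599 down, and a test against a 1.2-fold change 111 up. Across the 6 fits that each left out a sample, there were from 130 to 493 genes up and from 209 to 719 down. The other counts at this threshold stayed within 1.5 times of 274 and 376, but similar counts did not always hold the same genes. With the choroid plexus covariate 341 genes were called up, of which 35 were among the 274. With the Y-linked covariate 359 were called down, of which 180 were among the 376. By contrast, the likelihood-ratio test shared 254 of its 290 genes up and 365 of its 447 down.

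At an adjusted p under 0.05, the quasi-likelihood test gave 0 up and 0 down beside 650 at an unadjusted p under 0.05. The likelihood-ratio test gave 13 up and 45 down, DESeq2 7 and 32, no filter 56 and 278, batch 1 alone 5 and 8, the vascular and meningeal covariate 12 and 74, and the astrocyte covariate 4 and 15. With no filter, the unadjusted p of Xist from edgeR's quasi-likelihood test went from 0.179 to 2.1e-20. That of Igfbp7 went from 0.0085 to 1.7e-14. Their log2 fold changes hardly moved, so the p-values and calls of the unfiltered fit are not reliable. The filterByExpr filter gave 1 down. Leaving out a sample gave from 0 to 6 up and from 0 to 9 down. On simulated counts with 0 genes changed, the likelihood-ratio test gave 9 such genes and the quasi-likelihood test 2.

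The log2 fold change of Klf9 kept its direction and passed the paper's threshold under the 17 alternatives that refitted it, from -0.79 to -0.48. The test against a 1.2-fold change was used for the counts of genes and not for Klf9. Among the other named genes, 6 changed sign under at least 1 of the covariates or in batch 1 alone. With the choroid plexus covariate P2rx7 was at -0.043, Emb at 0.95, Itga5 at 0.49 and Notch1 at -0.48. With the vascular and meningeal covariate Itga5 was at 0.36 and Iqgap1 at 0.0010. With the astrocyte covariate Notch1 was at -0.091 and Cpt1a at -0.075. In batch 1 alone Itga5 was at 0.18 and Notch1 at -0.067. Leaving out a sample, Itga5 ranged from -0.85 to 0.18 and Notch1 from -0.067 to 0.49. Of the 37 named genes, 24 kept their direction but no longer passed the threshold with the choroid plexus covariate, 22 in batch 1 alone, 20 without the batch term, 20 with the Y-linked covariate, 18 with the astrocyte covariate, 9 with the vascular and meningeal covariate and 4 with upper-quartile normalization. Without Klf9 f/f replicate 3 this number was 23, and without Klf9 +/+ replicate 3 it was 22. It was 16 without Klf9 f/f replicate 1 and 15 without Klf9 +/+ replicate 2. It was 12 without Klf9 +/+ replicate 1 and 5 without Klf9 f/f replicate 2. The first principal component held from 35.4% of the variance with batch means removed to 66.8% over the 500 most variable genes, and the second from 13.9% with a prior count of 0.5 to 28.5% with batch means removed.

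Of the 18 lists tested with camera, 11 had an adjusted p under 0.05, and 0 of 18 had with an estimated inter-gene correlation or with fry of limma. With these, the adjusted p was 0.238 and 0.413 for choroid plexus, 0.244 and 0.413 for ependyma, mural cells, meninges, red blood cells and fatty acid oxidation, 0.267 and 0.434 for endothelium, 0.286 and 0.413 for astrocytes, 0.457 and 0.650 for neuroblasts, 0.444 and 0.413 for proliferation, and 0.286 and 0.556 for Y-linked genes. Without the batch term the Y-linked list had an adjusted p of 0.121, and the oligodendrocyte list, with 0.816, changed direction.

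Leaving out a sample, the adjusted p from camera ranged from 1.9e-09 to 0.406 for ependyma, 0.0317 to 0.845 for microglia, 0.0964 to 0.987 for oligodendrocytes, 0.420 to 0.984 for granule neurons, 5.95e-05 to 0.928 for radial glia, 5.17e-05 to 0.908 for neuroblasts, 0.00162 to 0.269 for proliferation, 0.0030 to 0.731 for lipogenesis, 0.00046 to 0.689 for Notch and 8.73e-09 to 0.235 for Y-linked genes. In these fits the microglia, oligodendrocyte, granule neuron and neuroblast lists changed direction at least once. No paired analysis was possible because the labels give the samples no replicate numbers.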

Differences from the paper's values

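The paper states up to 30 M reads per sample, and the largest sample here holds 79.3 M over genes and the summary lines of HTSeq. No alternative bears on this value.

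In the part that was read, Supplementary file 1 of the paper lists 16 genes up and 60 down at a false discovery rate under 0.05. The genes there are in rising order of that rate, and the rest was not seen. Here edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 up and 0 down, beside 650 at an unadjusted p under 0.05. Of the 16 alternatives set before the data were examined, 2 came within 1.5 times of both of the paper's counts. These were the likelihood-ratio test, with 13 up and 45 down, and the vascular and meningeal covariate, with 12 up and 74 down. The paper names edgeR but not which of its tests. Of the paper's calls, the likelihood-ratio test shared 259 up and 424 down, against 230 and 353 for the quasi-likelihood test. The paper's log2 fold changes followed the fit with the batch term and no covariate (Pearson's r of 0.999 across genes). The gap thus goes with the choice of test and not with a covariate.

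The paper measured 6 mRNAs by qRT-PCR on other samples (Fig. 4D), and for 5 of them the size of the change differs from the profiling. Pla2g7 was at about 4.0-fold in Fig. 4D, read by eye, against a fold of 1.30 here. Egfr was at about 2.7-fold in Fig. 4D against a fold of 1.31 here. Lfng was at about 3.1-fold in Fig. 4D against a fold of 1.47 here. Klf9 was at about 0.38 of the Klf9 +/+ level in Fig. 4D against 0.663 here. Bmp4 was at about 0.11 of that level in Fig. 4D against 0.577 here. For these 5 genes none of the 16 alternatives set before the data were examined closed the gap. For Klf9 the measures also differ. The paper deletes exon 1 and placed its qRT-PCR primers in different exons. The count here covers both exons, and no alternative counted exon 1 alone.

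The paper names Pla2g4e and Acad12 as raised and Emb, Itga5 and Iqgap1 as lowered, and these 5 genes did not pass its threshold in the quasi-likelihood test, with log2 fold changes of 0.76, 0.61, -0.78, -0.21 and -0.40. Pla2g4e passed it with the likelihood-ratio test, with no filter, in batch 1 alone, without replicate 3 of either genotype, and with the astrocyte covariate, chosen after the data were seen. Acad12 passed it with no filter, in batch 1 alone, with the vascular and meningeal covariate, and without Klf9 +/+ replicate 3, Klf9 f/f replicate 2 or Klf9 f/f replicate 3. Emb passed it with the likelihood-ratio test, with DESeq2, with no filter, with the Y-linked covariate, and without replicate 1 of either genotype. Itga5 passed it with the Y-linked covariate and without Klf9 f/f replicate 1. Iqgap1 passed it with DESeq2, with no filter, without Klf9 +/+ replicate 2 or Klf9 f/f replicate 1, and with the astrocyte covariate, chosen after the data were seen. The passes with no filter carry no weight, because the p-values of that fit are not reliable.

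Notch1, shown as raised in Figure 5, had a log2 fold change of 0.25 and passed the threshold only without Klf9 +/+ replicate 1 among the alternatives run. The paper's text rests its Notch1 signaling claim on immunostaining of the cleaved protein (Fig. 4E), which mRNA levels do not measure. Ccna1, shown as raised in Fig. 4D, was higher in Klf9 f/f in batch 1 and differed by -0.24 on the log2 scale in batch 2. Figure 4B shows the genotypes apart on the second principal component, where they overlapped here over all genes tested. They stood apart with a prior count of 0.5, with batch means removed and over the 500 most variable genes, and overlapped with upper-quartile normalization. They also stood apart over the 650 genes called, a setting chosen after the data were seen, but those genes were selected for differing between the genotypes, which favours that outcome in advance.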

Other observations

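The tests of uneven tissue and of pseudogenes, and the astrocyte covariate, were chosen after the results or data were seen, and the other tests before.

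Of the 10 splits of the 6 samples into 3 and 3, 7 gave at least 650 genes at the paper's threshold, the real split included, and the largest gave 1839. At an adjusted p under 0.05 by edgeR's likelihood-ratio test, 3 of the 10 splits gave at least the 58 genes of the real one. Of the 10 splits, 1, the real one, gave as many as 11 marker lists with an adjusted p under 0.05. Of the 6 splits that hold 2 samples of batch 1 and 1 of batch 2 on each side, as the real one does, 4 gave at least 650 genes and 2 at least 58. The other 4 splits put 3 samples of batch 1 on one side, the closest a split comes to the batches, and 3 of them gave at least 650 genes, in a range of 431 to 1839. Other splits gave as many genes, so the counts of genes cannot be told apart from a grouping of samples by chance. The other 9 splits gave from 3 to 9 lists, but the choroid plexus, vascular, blood and Y-linked lists were written after the authors' results for the real split had been read, which favours that split in advance. The count of lists is also at 0.1, the smallest share of splits that a design of 3 against 3 allows, so it cannot be told apart from chance either. On simulated counts with 0 genes changed, 676 genes passed the paper's threshold.

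The choroid plexus, vascular and blood lists were written after Supplementary file 1, with the authors' results on these samples, had been read, so a low level of these lists here is not an independent finding. The 20 choroid plexus markers were all lower in Klf9 f/f, with a median log2 fold change of -2.44. Ttr, chosen after its values were seen, stood at 109, 655 and 2273 CPM in Klf9 +/+ replicates 1, 2 and 3 and at 4.58, 7.08 and 342 CPM in Klf9 f/f. In batch 1 the Klf9 +/+ samples differed from each other by 1.81 log2 CPM, 0.994 of the difference between the genotypes, and the Klf9 f/f samples by 0.075. The spread among the Klf9 +/+ samples is consistent with uneven amounts of choroid plexus in the dissected pools. After the weak trend of all genes with GC content and length was removed the median was -2.42. Of the 81 markers of choroid plexus, ependyma, vessels, meninges and blood tested, 44 were among the 376 genes called down and 0 were called up, where 274 genes in all were called up at an unadjusted p under 0.05. An effect of Klf9 on these tissues cannot be told apart from the dissection.

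A candidate explanation for the rise of the genes the paper names as raised is a larger share of astrocyte RNA. With the astrocyte level as a covariate their median log2 fold change went from 0.43 to 0.19, and that of the fatty acid oxidation list from 0.16 to 0.058. With the choroid plexus covariate the medians were 0.25 and 0.10, so the fall is not particular to the astrocyte level, and with the vascular and meningeal covariate they were 0.63 and 0.29. Removing the trend with GC content and length left 0.40 for the named genes. An effect of Klf9 on genes that astrocytes also express would give the same result, so both explanations remain. Likewise, RNA from vessels and meninges may contribute to the genes named as lowered, whose median without Klf9 went from -0.78 to -0.37 with the vascular and meningeal covariate, against -0.80 with the choroid plexus and -0.84 with the astrocyte covariate. Kcnj8, 1 of the lowered genes, is itself among the markers in that covariate.

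Within 10 Mb of Klf9, 4 of 81 genes tested were called, where 3.50 were expected (Fisher's exact test, two-sided, p = 0.780), which is no excess of the kind that passenger variants around the deleted gene would give.

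Among the 50 genes with the smallest p, 6 were annotated as pseudogenes, where 1.21 were expected (Fisher's exact test, two-sided, p = 0.00122). Rps2-ps13, chosen after its values were seen, stood at 6.49 and 8.55 CPM in Klf9 f/f replicates 1 and 2 and at 0.0610 and 0.0350 CPM in Klf9 +/+ replicates 1 and 2, with 0.0650 CPM in Klf9 +/+ and 0.0450 CPM in Klf9 f/f in batch 2. Reads shared between paralogs or pseudogenes and a variant carried by some mice are candidate explanations for the 6 pseudogenes. The excess prompted the first and is no test of it, and the second was not tested, so the excess cannot be told apart from either.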
